# Recovery from heat shock requires the microRNA pathway in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pgen.1009734

**Published:** 2021-08-05

**Authors:** Delaney C. Pagliuso, Devavrat M. Bodas, Amy E. Pasquinelli

## Abstract

The heat shock response (HSR) is a highly conserved cellular process that promotes survival during stress. A hallmark of the HSR is the rapid induction of heat shock proteins (HSPs), such as HSP-70, by transcriptional activation. Once the stress is alleviated, HSPs return to near basal levels through incompletely understood mechanisms. Here, we show that the microRNA pathway acts during heat shock recovery in *Caenorhabditis elegans*. Depletion of the miRNA Argonaute, Argonaute Like Gene 1 (ALG-1), after an episode of heat shock resulted in decreased survival and perdurance of high *hsp-70* levels. We present evidence that regulation of *hsp-70* is dependent on miR-85 and sequences in the *hsp-70* 3’UTR that contain target sites for this miRNA. Regulation of *hsp-70* by the miRNA pathway was found to be particularly important during recovery from HS, as animals that lacked miR-85 or its target sites in the *hsp-70* 3’UTR overexpressed HSP-70 and exhibited reduced viability. In summary, our findings show that down-regulation of *hsp-70* by miR-85 after HS promotes survival, highlighting a previously unappreciated role for the miRNA pathway during recovery from stress.

## Author summary

In the natural world, organisms constantly face stressful conditions such as oxidative stress, pathogen infection, starvation and heat stress. While many studies have focused on the cellular response to stress, less is known about how gene expression re-sets after the stress has been ameliorated. Here, we show that the microRNA pathway plays a critical role during the recovery phase after an episode of heat shock in the nematode, *Caenorhabditis elegans*. Elevated temperatures induce high expression of heat shock proteins (HSPs), including HSP-70, that provide protection from the damaging effects of high heat. We found that restoration of basal levels of HSP-70 after heat shock depends on Argonaute Like Gene 1 and miR-85. Moreover, loss of miRNA-mediated repression of HSP-70 results in compromised survival following heat shock. Our study draws attention to the recovery phase of the heat shock response and highlights an important role for the microRNA pathway in re-establishing gene expression programs needed for organismal viability post stress.

## Introduction

The heat shock response is a broadly conserved cellular mechanism that is activated to help organisms survive stress [1]. Various types of stress including heat shock, oxidative stress, infection, and tumorigenesis can trigger the heat shock response (HSR) [2,3]. Upon encountering stress, proteins can misfold and form harmful aggregates, which have the potential to cause cell death if not ameliorated [4–6]. To maintain protein homeostasis (proteostasis), the HSR stimulates a transient yet robust reprogramming of cellular activities, coupling a general decline in transcription and translation with the specific induction of molecular chaperones known as heat shock proteins (HSPs) [7–9]. Upon stress, activation of the transcription factor HSF1 (Heat Shock Factor 1) drives the accumulation of HSPs, which aid in restoring proteostasis and are, thus, integral to organismal survival [10]. Many HSPs have a diversity of cellular functions under both stressful and non-stressful conditions that revolve around mediating protein folding, stability and complex formation [11,12]. This group includes HSP70, which is constitutively expressed in most cell types but is robustly induced by heat shock and other types of stress. While up-regulation of HSP70 upon stress is primarily a result of HSF1 dependent transcription, less is understood about how HSP70 levels return to basal levels after stress [13]. Studies in *Drosophila* and human cells have documented the rapid induction and subsequent decline of *Hsp70* transcripts during the HSR. Destabilization of *Hsp70* mRNA after return to ambient temperatures is regulated post-transcriptionally and involves yet to be defined 3’UTR sequences and trans-acting factors [14–17].

In addition to the transcriptional reprogramming of protein coding genes elicited upon HS, microRNAs (miRNAs) have also been reported to respond to HS. MiRNAs are short, ~22 nucleotide non-coding RNAs that guide Argonaute (AGO) proteins to target mRNAs, triggering destabilization through imperfect base pairing [18]. In *Caenorhabditis elegans*, ALG-1 (AGO-Like Gene 1) is broadly expressed and binds most miRNAs [19]. Specific *C*. *elegans* miRNAs have been observed to be up- or down-regulated during HS [20–22], suggesting roles in the HSR. Moreover, deletion of *miR-71* or *miR-246* results in reduced HS survival [23]. Despite the identification of individual miRNAs that influence HS survival, much is yet to be learned about specific roles and targets of miRNAs during stress.

In this study, we demonstrate a role for the miRNA pathway in the recovery phase following heat shock in *C*. *elegans*. Removal of ALG-1 after HS resulted in reduced survival and perdurance of higher *hsp-70* levels. We found that efficient down-regulation of *hsp-70* after an episode of HS also requires miR-85 and the *hsp-70* 3’UTR, which contains two miR-85 binding sites. Moreover, animals lacking miR-85 or its binding sites in the *hsp-70* 3’UTR exhibited greater sensitivity to HS. The reduced survival of these strains was dependent on *hsp-70* expression, as knock down of *hsp-70* by RNA interference (RNAi) after HS restored viability to WT levels. Altogether, we show that in *C*. *elegans* down-regulation of *hsp-70* after HS is facilitated by miR-85 and is important for organismal survival.

## Results

### The microRNA pathway is important for recovery after heat shock

To investigate the role of the miRNA pathway in the *C*. *elegans* heat shock response (HSR), we first tested if Argonaute Like Gene 1 (ALG-1) was important for survival after exposure to elevated temperatures. Populations of wild type (WT) and *alg-1(gk214)* loss-of-function mutants were subjected to 4 hrs of HS at 35°C, and the percent survival was calculated after allowing the animals to recover for 24 hrs at 20°C. Under these conditions, about 60% of the WT and only 30% of the *alg-1(gk214)* animals survived (Fig 1A). Loss of *alg-2*, the most closely related homolog to *alg-1* in *C*. *elegans* [24], did not affect survival in this HS assay (S1A Fig). Although *alg-1(gk214)* animals are entirely viable during this time course when maintained at 20°C (S1B Fig), this strain does exhibit moderate developmental defects [19,24,25], reduced fertility [19,26,27,28] and a shortened lifespan [29]. To avoid pre-existing defects that might make *alg-1(gk214)* more sensitive to HS, we utilized the auxin-inducible degron (AID) system to remove ALG-1 upon HS treatment [30]. Four hours of auxin treatment in the CTL (20°C) or HS (35°C) conditions was sufficient to deplete ALG-1 protein, as judged by Western Blotting (Fig 1B). Removal of ALG-1 during HS resulted in reduced levels of survival, comparable to the *alg-1(gk214)* strain (Fig 1A). Given the dramatic auxin-induced depletion of AID::ALG-1, we considered that the reduced viability phenotype could be due to a requirement for ALG-1 during HS or in the recovery period. To test if ALG-1 is needed for recovery from HS, we performed a similar HS viability experiment but instead moved AID::ALG-1 animals to auxin-containing media for the 24 hr recovery period following HS. Loss of ALG-1 after HS resulted in decreased survival compared to WT or the AID::ALG-1 strain in the absence of auxin (Fig 1C). The auxin-induced depletion of AID::ALG-1 was confirmed by Western blot analysis of control and HS-treated animals (Fig 1D). Importantly, auxin treatment (during HS or during recovery) of WT and *alg-1(gk214)* animals did not alter average HS survival of these strains compared to average survival scores for no auxin controls (S1C Fig). Additionally, to control for potential stress induced by moving animals to new plates for auxin treatment, all strains, regardless of condition, were moved to fresh plates. While our results do not rule out a role for ALG-1 activity during HS, they do demonstrate that ALG-1 and, by inference, the microRNA pathway contribute to the recovery phase following HS.

**Fig 1:**
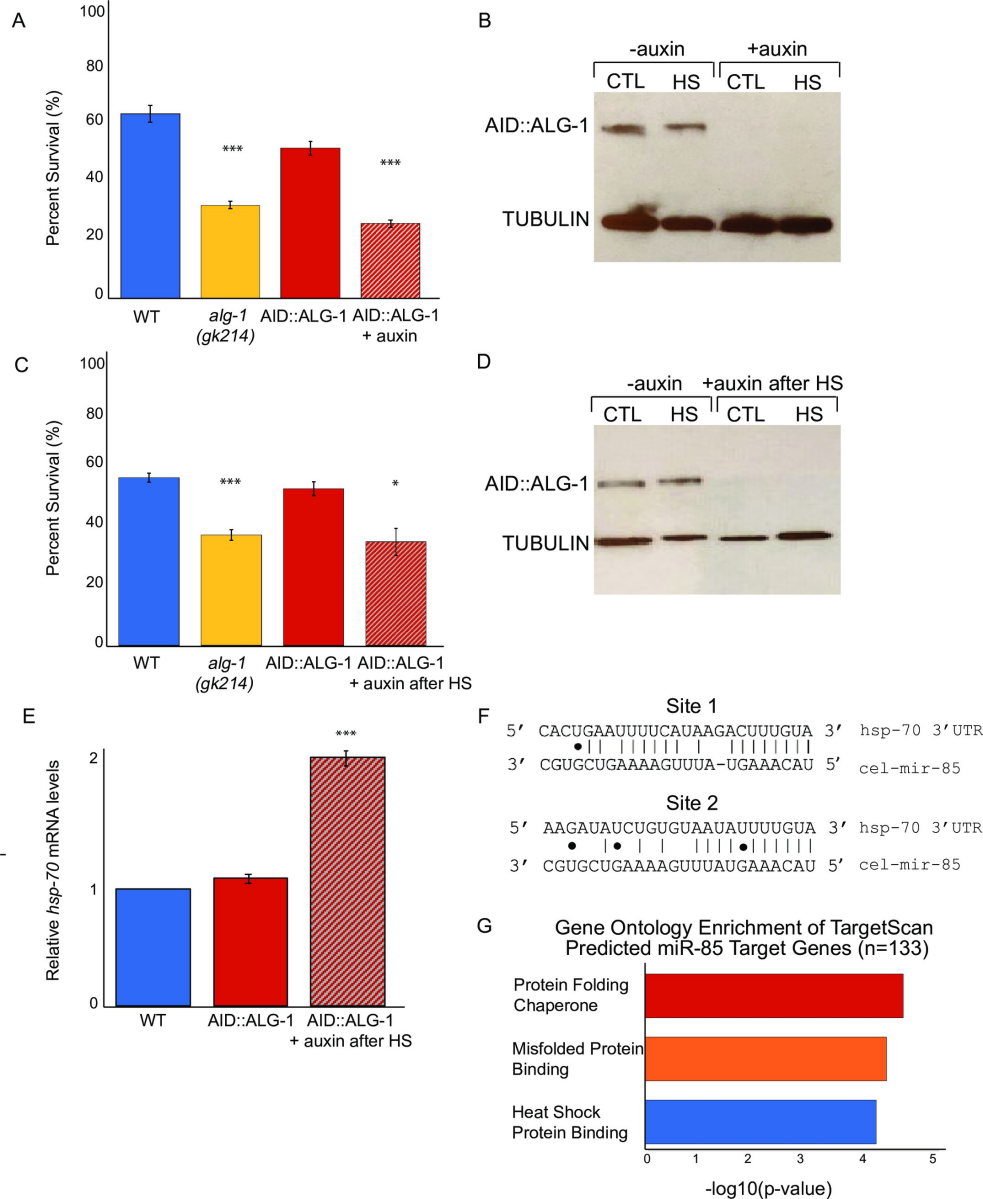
The microRNA pathway is important for recovery after heat shock. A. Loss of *alg-1* activity during HS results in reduced viability. Heat shock treatment was performed on synchronized L4 worms for 4 hrs at 35°C and percent survival was determined after 24 hrs recovery at 20°C. The AID::ALG-1 strain was exposed to auxin during the 4 hr HS period. Three biological replicates were performed with at least 50 worms per strain, per condition. Student’s t-tests were performed to determine significance compared to WT (***P < 0.001). B. Western blot of ALG-1 protein levels in synchronized L4 AID::ALG-1 worms collected at CTL (20°C) or immediately after 4 hr HS (35°C) in the absence or presence of auxin during the same 4 hr period. C. Loss of *alg-1* activity during recovery after HS results in reduced viability. Heat shock treatment was performed on synchronized L4 worms for 4 hrs at 35°C and percent survival was determined after 24 hrs recovery at 20°C. The AID::ALG-1 strain was placed on auxin immediately after HS during the 24 hr recovery period. Three biological replicates were performed with at least 50 worms per strain, per condition. Student’s t-tests were performed to determine significance compared to WT (*P < 0.05, ***P < 0.001). D. Western blot of ALG-1 protein levels in synchronized AID::ALG-1 worms collected after 24 hrs of recovery post HS treatment or kept at CTL (20°C) in the absence or presence of auxin during the recovery period. E. RT-qPCR of *hsp-70* mRNA after 24 hr recovery from HS in WT and AID::ALG-1 recovered in the absence or presence of auxin. All replicates were normalized to *ama-1* mRNA levels, which are not affected by HS. Three biological replicates were assayed. Student’s t-tests were performed to determine significance relative to WT (***P < 0.001). F. Depiction of predicted mir-85 target sites in the *hsp-70* 3’UTR based on Target Scan Worm. Site 1 is conserved and Site 2 is poorly conserved [31]. G. Gene ontology (GO) enrichment analysis of mir-85 predicted targets from Target Scan Worm (n = 133) using DAVID [32].

In contrast to the well-studied transcriptional induction of genes that respond to HS, much less is known about how gene expression changes during recovery from this stress [16,33]. There is evidence that in *Drosophila* S2 cells the HS-induced gene Hsp70 is subject to post-transcriptional down-regulation during recovery through a yet to be defined mechanism [15,16,34]. Under our heat shock conditions, *hsp-70 (C12C8*.*1)* mRNA is up-regulated over 100-fold and recovers to baseline levels within 24 hrs of return to the control temperature (S1D Fig). However, depletion of ALG-1 after HS resulted in significantly higher levels of *hsp-70* mRNA relative to control strains that maintained expression of ALG-1 (Fig 1E). A requirement for ALG-1 in the down-regulation of *hsp-70* following HS raised the possibility that it could be targeted by a miRNA. Using the miRNA target prediction tool TargetScanWorm, we identified two predicted miR-85 binding sites in the 3’UTR of *hsp-70* (Fig 1F) [31]. While additional miRNAs are predicted to target *hsp-70*, miR-85 was the only miRNA with a target site conserved in other nematodes. Furthermore, gene ontology (GO) enrichment analysis using DAVID [32] revealed that the most enriched molecular functions of the 133 predicted miR-85 targets include protein folding chaperone, misfolded protein binding, and heat shock protein binding (Fig 1G). The predicted binding sites within the 3’UTR of *hsp-70* and the potential for targeting other stress response genes focused our attention on miR-85 as a candidate for functioning in the HSR.

### miR-85 regulates genes in stress response pathways

Since miRNA regulation often results in target mRNA degradation [18,35,36], we predicted that *hsp-70* and potentially other stress response target genes might be up-regulated in the absence of miR-85. 

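RNA sequencing counts from 3 WT and 3 miR-85(n4117) libraries were analysed, each from animals grown for 47 hrs at 20°C. The authors removed ribosomal RNA from total RNA, prepared stranded libraries, aligned the reads with STAR and counted them on genes with FeatureCounts. The deposited values are whole-number read counts for 46904 genes, without normalization. The total count ranged from 28327177 to 33040261 in WT (median 30551419) and from 25552873 to 38586076 in miR-85(n4117) (median 28047522). Despite the removal, ribosomal RNA genes held 65.5% of the counts of WT replicate 3 and 13.7% to 27.1% of the counts of the other 5 libraries. WT replicate 3 therefore had 9505142 counts on protein-coding genes, and the others had 19762894 to 29652439. The names of the alignment files in the count tables give the sequencing lane. WT replicate 1 and all 3 miR-85(n4117) libraries were in lane 3, while WT replicates 2 and 3 were in lane 8, so that only 1 WT library shared its lane with the mutants.

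Counts were normalized with edgeR's TMM method, and 15349 genes with enough counts were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called differentially expressed when it was protein-coding, had a mean normalized count over 10, a log2 fold change of at least 1 in either direction and an adjusted p under 0.05, which are the paper's limits. The mir-85 gene, on chromosome II of WBcel235 from 8393553 to 8393658, had 5, 5 and 0 counts in WT replicates 1, 2 and 3 and 0 counts in each miR-85(n4117) library, too few for a test. F49E12.8, which the annotation places over mir-85 on the opposite strand, had 142, 220 and 78 counts in WT and 2, 0 and 2 counts in miR-85(n4117), at least 72.5-fold lower after normalization when the mutant libraries were set to a floor of 3 counts. The paper states that the n4117 allele disrupts part of F49E12.8, so its fall is not evidence of regulation by miR-85.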

To test this idea, we performed total RNA sequencing of RNA from last larval stage (L4) WT and *miR-85(n4117)* animals cultured at 20°C and identified differentially expressed genes using DESeq2 [37]. 

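Between the strains at 20°C, edgeR called 2 protein-coding genes higher and 6 lower in miR-85(n4117), while 1486 of the tested genes (9.68%) had an unadjusted p under 0.05. With DESeq2 in place of edgeR, the alternative that moved these counts most, 59 genes were higher and 76 lower. The 2 higher genes were gly-20 and oac-10. The mean normalized count of gly-20 was 1395 ± 25.7 (SD, n = 3) in miR-85(n4117) and 403.3 ± 105.1 (SD, n = 3) in WT, a log2 fold change of 1.78 (SE 0.188, adjusted p = 0.0498 from edgeR). For oac-10 it was 111 ± 21.1 (SD, n = 3) against 17.7 ± 3.54 (SD, n = 3), a log2 fold change of 2.68 (SE 0.263, adjusted p = 0.0402 from edgeR). Among the lower genes, R11H6.5 had a log2 fold change of −6.17 (SE 0.284, adjusted p = 0.00126) and clec-223 of −3.09 (SE 0.274, adjusted p = 0.0242), both from edgeR. F49E12.8, disrupted by the allele and with the lower bound given above, had an adjusted p of 0.00432 from edgeR. No miR-85(n4117) library had more than 1 count on clec-222 or any count on R11H6.4, and their normalized counts were at least 25.6-fold and at least 84.6-fold lower than in WT (adjusted p = 0.0105 for both from edgeR). For each of the 8 called genes, all 3 miR-85(n4117) libraries lay on one side of the 3 WT libraries (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow), which chance gives for 10% of genes. With each library left out in turn, R11H6.5 stayed under the limit on the adjusted p in all 6 fits, F49E12.8 in 5, R11H6.4 in 4, clec-222 in 3, gly-20 and oac-10 in 1 each and clec-223 in none.

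R11H6.4, R11H6.5, clec-222, clec-223 and gly-20 lie in 2 places on chromosome V. The first pair are neighbours from 14609943 to 14612222. The genes clec-222, clec-223 and gly-20 follow one another from 11271351 to 11286039, after str-115 (11269091 to 11270426), which had no counts in miR-85(n4117), was at least 41.8-fold lower and had an adjusted p of 0.0637 from edgeR.

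**Figure D1:**
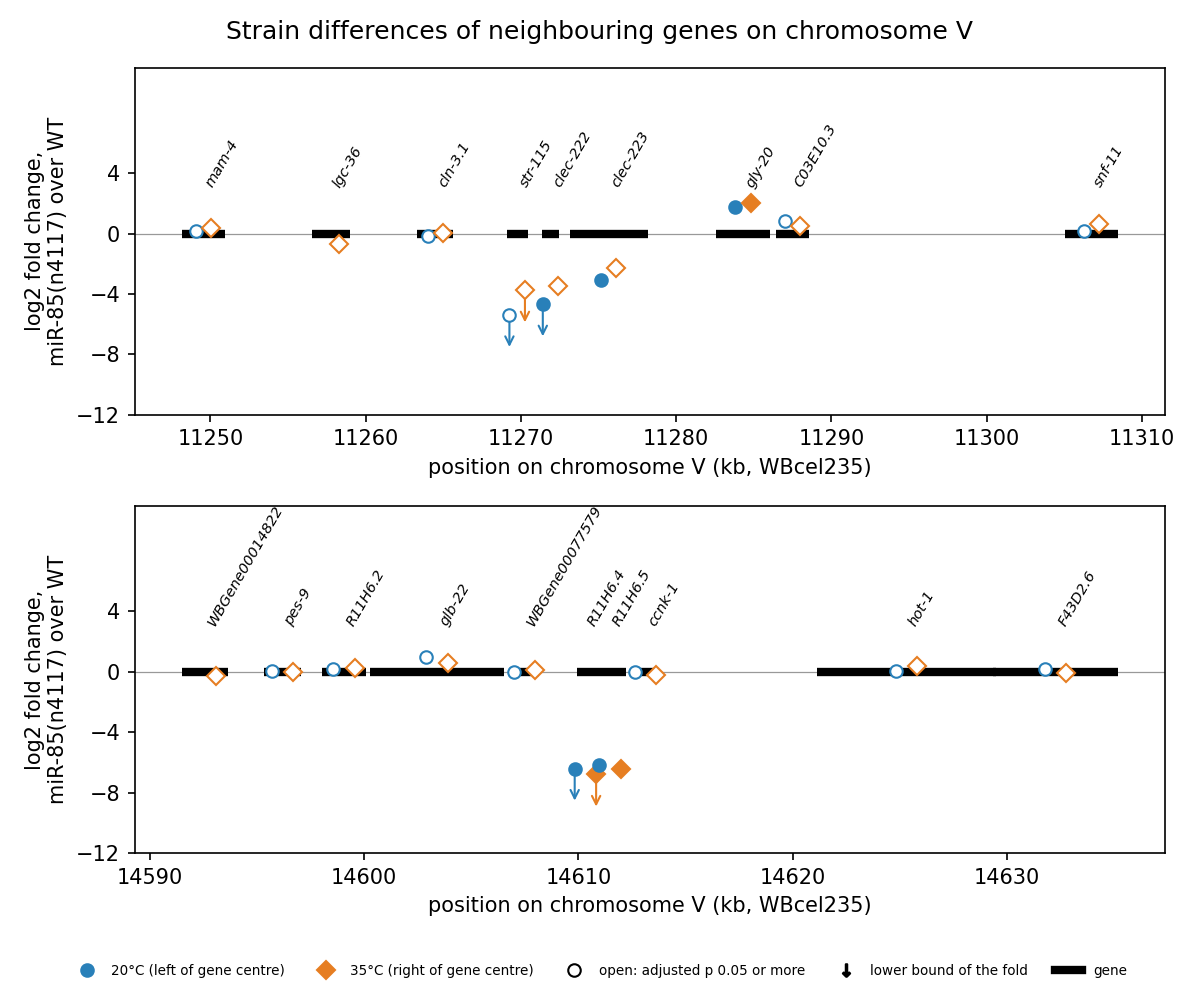
Log2 fold change between miR-85(n4117) and WT at 20°C (circles) and after 3 hrs at 35°C (diamonds) for the tested genes around str-115 to gly-20 (top) and R11H6.4 and R11H6.5 (bottom), against the position on chromosome V in kb, with black bars for the genes and filled symbols for an adjusted p under 0.05 in edgeR. Symbols with an arrow are lower bounds of the fold, set at 3 counts for each miR-85(n4117) library, where none of these had more. At 20°C clec-223 sits at −3.09, gly-20 at 1.78 and R11H6.5 at −6.17, with str-115, clec-222 and R11H6.4 as lower bounds.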

Consistent with the lack of obvious developmental defects in the *miR-85* deletion mutants [38], few genes were up- (61 genes) or down-regulated (76 genes) by at least 2-fold in *miR-85(n4117)* compared to WT (S1 Table). Strikingly, within the set of up-regulated genes, *hsp-70* and several other stress responsive genes were highly over-expressed in the *miR-85(n4117)* mutants (Fig 2A). 

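The gene hsp-70 (C12C8.1) lies on chromosome I of WBcel235 from 9320325 to 9322519. Its normalized counts at 20°C were 263, 118 and 80.8 in WT replicates 1, 2 and 3 and 368, 1873 and 1830 in miR-85(n4117) replicates 1, 2 and 3. Every mutant library was above every WT library (exact permutation test, two-sided p = 0.1, the smallest this design allows). The log2 fold change was 3.102 (SE 0.703), with an unadjusted p of 0.00319 from edgeR's quasi-likelihood test and an adjusted p of 0.285 over all genes tested. Adjusted over the 21 tested genes of the paper's text, figures and heat shock lists alone, the p was 0.00609, but that list rests in part on these same libraries, so this shows no stability. Over 8 alternative fits the log2 fold change lay between 2.37 and 3.13 and the adjusted p between 6.04e-05, with DESeq2, and 0.919, with the sequencing lane as a covariate (a fit chosen after the table headers had been read). Leaving out each library in turn gave log2 fold changes from 2.80 to 3.73. The lowest mutant library was 0.49 above WT replicate 1 on the log2 scale, these being the mutant and WT libraries nearest to each other, and both were in lane 3. The authors' counting could have split reads between hsp-70 and its paralogs F44E5.4 and F44E5.5. The log2 ratio of the mean summed counts of the 3 genes between strains was 3.20.

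The other stress response genes hsp-16.2 and hsp-16.41 had log2 fold changes of 3.97 (SE 0.966, adjusted p = 0.307 from edgeR) and 3.78 (SE 0.911, adjusted p = 0.307 from edgeR). With DESeq2 their adjusted p-values were 0.0145 and 0.0113, the lowest of alternatives that reached 0.952 for both. In both genes miR-85(n4117) replicate 1 was nearer to WT replicate 1 than to the other mutant libraries, with normalized counts of 51.8 against 41.6 for hsp-16.2 and 55.3 against 43.8 for hsp-16.41. Over 124 tested genes with a log2 fold change of at least 3 upon heat shock in WT, the median log2 fold change between strains at 20°C was 0.10, with 68 genes higher and 56 lower in miR-85(n4117) (rotation test fry, p = 0.161, with a p as small in 2 of the 10 splits of the libraries by exact permutation). All 3 mutant libraries were above all WT libraries for 23 of these genes and below them for 12, where chance gives 5% in each direction. The mixed form of fry, for changes in either direction, gave p = 0.0191, where exact permutation cannot go below 0.1. The set also holds some collagen and histone genes, families with medians below 0 at 20°C (−0.51 and −0.84). With the set defined by the heat shock response of miR-85(n4117), the median was −0.14 over 90 genes. The libraries at 20°C entered the choice of both sets. A low level at 20°C in WT favours entry to the first set, and a low level in the mutant entry to the second. The choice thus pushes the medians in opposite directions, and their difference in sign is no test of a shift. The paper predicted that hsp-70, and possibly further targets in the stress response, might rise without miR-85, because miRNA regulation often degrades target mRNA. From the differences at 20°C the paper states that hsp-70 and several genes that respond to stress were strongly over-expressed in the mutants (Fig 2A).

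**Figure D2:**
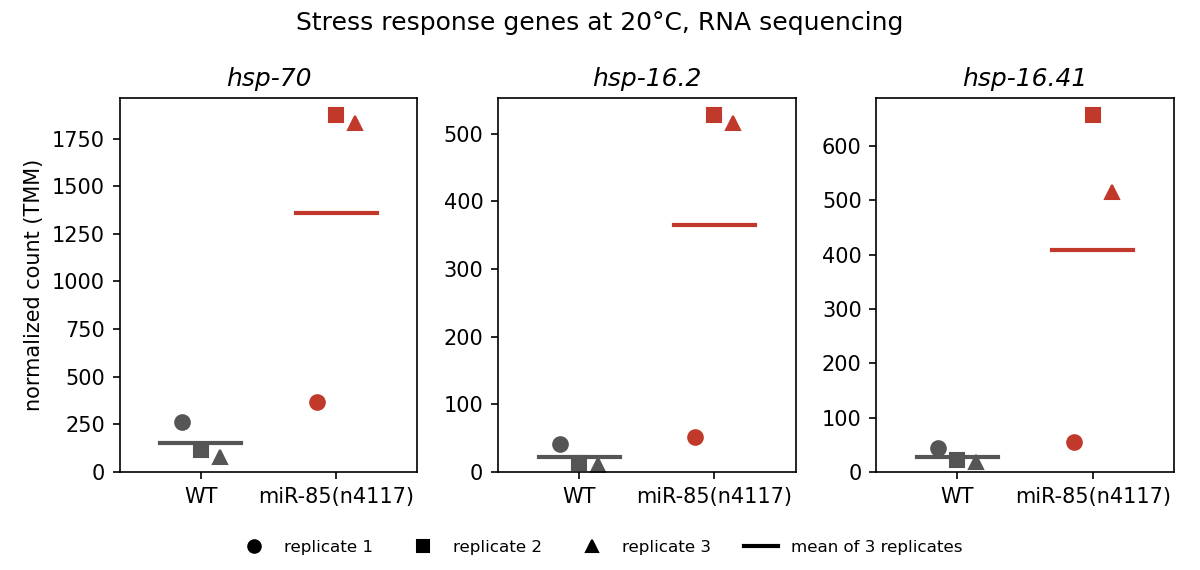
Normalized counts (TMM) of hsp-70, hsp-16.2 and hsp-16.41 at 20°C in each WT (grey) and miR-85(n4117) (red) library, with a symbol per replicate and a line at the mean of 3 replicates. For hsp-70, miR-85(n4117) replicates 2 and 3 sit at 1873 and 1830 and replicate 1 at 368, above the highest WT library at 263.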

Additionally, stress response and transit peptide were the only two terms identified among the upregulated genes by GO enrichment analysis using DAVID [32] (Fig 2B). Although the enrichment of these terms was modest, this finding is consistent with a role for miR-85 in regulating stress response genes. Down-regulated genes were enriched for terms associated with collagen, nucleosome assembly and modification, and signaling.

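The annotation terms of DAVID were not analysed here, and gene families named in the annotation were used in their place. Over 119 tested collagen genes (col), the median log2 fold change between miR-85(n4117) and WT at 20°C was −0.51, with 103 genes lower and 16 higher in the mutant (rotation test fry, p = 0.192, with a p as small in 2 of the 10 splits of the libraries by exact permutation). Over 36 tested histone genes (his) the median was −0.84, with 33 lower and 3 higher (p = 0.158, with a p as small in 1 of the 10 splits by exact permutation). All 3 mutant libraries were below all 3 WT libraries for 10 of the collagen genes and 20 of the histone genes, where chance gives 5% of genes in this direction. Relative to the mean of the 6 libraries, the median log2 count of the collagen genes was −0.34, 0.35 and 0.75 in WT replicates 1, 2 and 3, and from −0.50 to 0.16 in miR-85(n4117). The WT library in the lane of the mutants therefore lay within their range. With the lane as a covariate (a fit chosen after the table headers had been read) the collagen median was 0.16, a change of direction, and the histone median −0.32. For the histone genes the corresponding values were −0.04, 0.01 and 1.11 in WT and −0.50 to −0.21 in miR-85(n4117), so that WT replicate 3 differed from the other WT libraries by more than they did from the mutants. None of the 6 lower genes called by edgeR was a collagen or histone gene. Among the 76 lower genes called with DESeq2, 8 were collagen genes (0.654 expected, Fisher's exact test, p = 2.78e-07) and 6 were histone genes (0.195 expected, p = 3.61e-08), against a background of 14400 protein-coding genes that could be called. Among the 59 higher genes called with DESeq2, 3 were named hsp (0.0697 expected, Fisher's exact test, p = 4.27e-05) and 4 were among those induced by heat shock in miR-85(n4117) (0.389 expected, p = 0.000613), while neither of the 2 called by edgeR was in either set. The genes of a family are not independent of each other, which the exact test does not take into account.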

**Fig 2:**
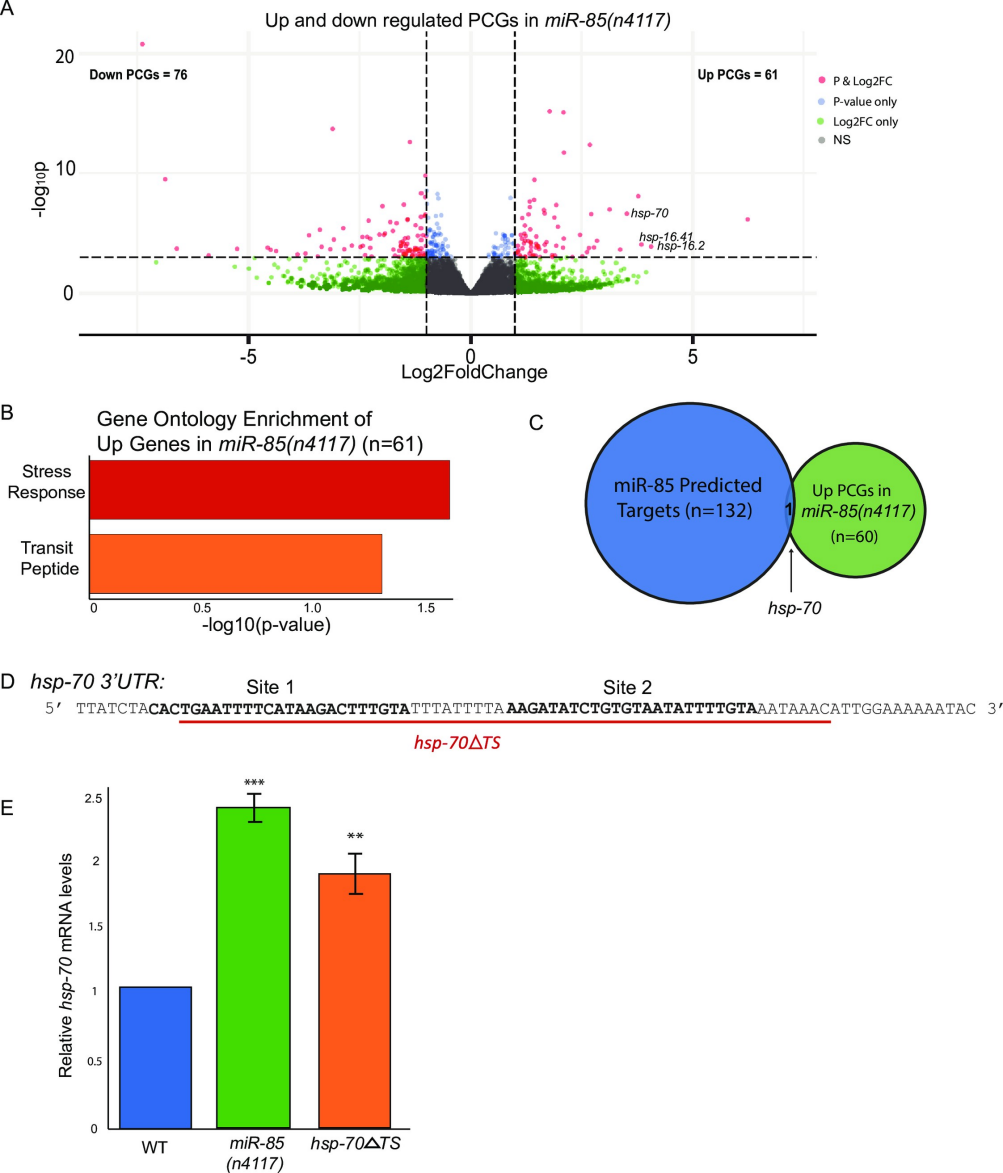
mir-85 regulates genes in stress response pathways. A. Volcano plot of differentially expressed PCGs in WT and *miR-85(n4117)* animals synchronized to L4 at 20°C. Three biological replicates were used for RNA sequencing analysis. Genes were considered significant if they had a base mean > 10, Log2FC +/- 1, and p-adj. < 0.05. B. Gene ontology enrichment analysis of PCGs up-regulated in loss of miR-85 animals vs WT (n = 61) using DAVID [32]. C. Venn-diagram of miR-85 predicted targets from TargetScanWorm [31] and PCGs up-regulated in loss of miR-85 animals. *Hsp-70* is the only gene identified in both groups. D. Depiction of the *hsp-70* 3’UTR with miR-85 target sites in bold and deletion region in the *hsp-70ΔTS* animals marked in red. E. RT-qPCR of *hsp-70* mRNA in WT, *miR-85(n4117)*, and *hsp-70ΔTS* animals. All replicates were normalized to *ama-1* mRNA. Relative expression was calculated by comparing to *hsp-70* expression in WT. Three biological replicates were assayed. Student’s t-tests were performed to determine significance compared to WT (**P < 0.*01*, ***P < 0.001). Error bars represent SEM.

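The list of predicted targets was not used here, so the overlap of both groups was not counted again. Among the 14418 protein-coding genes with a mean normalized count over 10 at 20°C, hsp-70 ranked 9 by its log2 fold change and 162 by its unadjusted p in edgeR. In all, 189 of these genes had a log2 fold change of at least 1, and in 124 of them all 3 miR-85(n4117) libraries were above all 3 WT libraries. This order held for 9.1% of all the genes, where chance gives 5%. The paralogs F44E5.4 and F44E5.5 had log2 fold changes of 3.27 (SE 0.87, adjusted p = 0.336 from edgeR) and 3.14 (SE 0.809, adjusted p = 0.324 from edgeR), and their counts are uncertain for the reason given for hsp-70.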

As *hsp-70* was the only predicted miR-85 target up-regulated in *miR-85* Mutants (Fig 2C), it stood out as a prospective candidate for direct regulation by miR-85. To explore this possibility, we used CRISPR-Cas9 to generate a deletion in the *hsp-70* 3’UTR that removes both miR-85 target sites (*hsp-70ΔTS)* (Fig 2D). Like *miR-85* mutants, The *hsp-70ΔTS* strain did not exhibit any obvious developmental abnormalities (S2A Fig). We then examined relative *hsp-70* mRNA levels by RT-qPCR in WT, *miR-85(n4117)*, and *hsp-70ΔTS* L4 stage animals cultured at 20°C. Consistent with the RNA sequencing results, *hsp-70* mRNA was up-regulated ~2-fold in *miR-85(n4117)* compared to WT animals (Fig 2E). The *hsp-70ΔTS* animals exhibited a similar level of *hsp-70* mRNA overexpression relative to WT (Fig 2E). These results show that miR-85 and the 3’UTR of *hsp-70* are important for regulating the levels of *hsp-70* during optimal temperature (20°C) conditions in *C*. *elegans*.

### miR-85 regulates *hsp-70* during recovery from heat shock

We next asked if miR-85 also plays a role in regulating *hsp-70* as part of the heat shock response. Despite higher basal levels of *hsp-70* mRNA in *miR-85(n4117)* animals (Fig 2D), after 3 hrs of HS at 35°C we detected no significant difference in *hsp-70* mRNA in *miR-85(n4117)* compared to WT animals (Fig 3A, 0 hr time point). HSP-70 protein also accumulated to similar levels immediately following HS, with no Detectable difference in *miR-85(n4117)* compared to WT (Fig 3B, 0 hr time point). In addition, RNA sequencing after 3 hrs of HS at 35°C revealed very few differences in gene expression with only 4 up- and 9 down-regulated genes (Fig 3C, S1 Table). 

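The heat shock experiment comprised 3 WT and 3 miR-85(n4117) libraries from animals grown for 44 hrs at 20°C and then kept for 3 hrs at 35°C. Their total count ranged from 24640247 to 31348387 in WT (median 30535958) and from 23871531 to 25533070 in miR-85(n4117) (median 24167056), and ribosomal RNA genes held 14.5% to 32.9% of it. WT replicates 2 and 3 were again in lane 8 and the other 4 libraries in lane 3. Among 15803 tested genes, edgeR called 1 protein-coding gene higher and 2 lower in miR-85(n4117), and 376 genes (2.38%) had an unadjusted p under 0.05. With DESeq2, which moved these counts most, 3 genes were higher and 9 lower. Libraries with the same replicate number deviated together at 35°C, with correlations across 14659 genes of 0.54, 0.61 and 0.37 for replicates 1, 2 and 3 and a mean of −0.23 between different numbers (genes are not independent replicates). With the replicate block the counts were again 1 and 2, and 1206 genes had an unadjusted p under 0.05.

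The higher gene was gly-20, with a mean normalized count of 765 ± 25.5 (SD, n = 3) in miR-85(n4117) and 185 ± 23.7 (SD, n = 3) in WT, a log2 fold change of 2.05 (SE 0.161, adjusted p = 0.0271 from edgeR). The lower genes were R11H6.5, with a log2 fold change of −6.43 (SE 0.431, adjusted p = 0.0257 from edgeR), and R11H6.4, at least 111-fold lower in miR-85(n4117), where no library had more than 1 count (adjusted p = 0.0257 from edgeR). These 3 genes had been called in the same direction at 20°C. With any 1 library left out, gly-20 and R11H6.4 rose above the limit on the adjusted p in all 6 fits and R11H6.5 in 5 of them, and with the lane as a covariate no gene was called (170 at an unadjusted p under 0.05). Other genes held the direction they had at 20°C without being called, such as clec-223 with a log2 fold change of −2.25 (SE 0.368, adjusted p = 0.995 from edgeR). So did F49E12.8, disrupted by the allele, with −3.86 (SE 0.488, adjusted p = 0.349 from edgeR). The gene clec-207 had 43.5 ± 68.6 normalized counts (SD, n = 3) in WT and 61.0 ± 24.1 (SD, n = 3) in miR-85(n4117), a difference within the spread between replicates. The 4 higher and 9 lower genes in the paper's heat shock lists (S1 Table) all had the same direction here, though the lists come from these same libraries.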

Given the similar gene expression profiles in WT and *miR-85* strains during HS, we wondered if this congruence might be explained by reduced miR-85 levels in response to HS. This does not seem to be the case as Northern blot analysis showed that miR-85 levels were maintained in HS conditions (Fig 3D). Similar to *miR-85(n4117)*, the *hsp-70ΔTS* animals expressed *hsp-70* mRNA and protein at levels comparable to WT (Fig 3A and 3F, 0 hr time point). These results indicate that the robust induction of *hsp-70* upon HS is not influenced by miR-85 or the *hsp-70* 3’UTR.

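After 3 hrs at 35°C the normalized counts of hsp-70 were 136400 ± 24520 (SD, n = 3) in WT and 126000 ± 18180 (SD, n = 3) in miR-85(n4117), a difference smaller than the spread between replicates (log2 fold change −0.11, SE 0.192, adjusted p = 0.995 from edgeR). An exact permutation test gave a two-sided p of 0.8. With the replicate block the log2 fold change was −0.11 (adjusted p = 0.888 from edgeR), and leaving out each library in turn gave values from −0.25 to −0.0016. At 35°C hsp-16.2 and hsp-16.41 differed between strains by log2 fold changes of −0.04 (SE 0.161) and −0.20 (SE 0.168), the first of which changed sign when miR-85(n4117) replicate 2 was left out.

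In a fit of all 12 libraries, heat shock raised hsp-70 by a log2 fold change of 10.08 (SE 0.799, adjusted p = 2.06e-05 from edgeR) in WT, 1083-fold, and by 6.85 (SE 0.696, adjusted p = 0.000111 from edgeR) in miR-85(n4117), 115-fold. The induction in the mutant started from the higher level at 20°C, and the interaction of strain and heat shock was −3.23 (SE 0.79, unadjusted p = 0.00192, adjusted p = 1 over all genes from edgeR). Same-numbered WT libraries at 20°C and 35°C correlated at 0.26 on average and the mutant ones at −0.05, and with a replicate block within each strain the interaction was −3.09.

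Across protein-coding genes, heat shock raised 901 and lowered 800 in WT and raised 653 and lowered 488 in miR-85(n4117). Of these, 881 were called in both strains, all in the same direction, and 1696 of the 1701 called in WT had the same direction in the mutant. With the replicate block, 1457 and 999 genes were called in WT and in the mutant. Across 14748 genes the log2 fold changes of both strains correlated with a Pearson r of 0.904 and a Spearman rho of 0.842, where genes are not independent replicates. For the interaction no gene was called, with 377 of 16585 genes (2.27%) at an unadjusted p under 0.05, and with the replicate block none was called either (394 genes at an unadjusted p under 0.05). From similar levels of hsp-70 after heat shock in WT, the miR-85 mutants and hsp-70ΔTS animals, the paper reasons that its induction is influenced neither by miR-85 nor by the hsp-70 3'UTR.

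**Figure D3:**
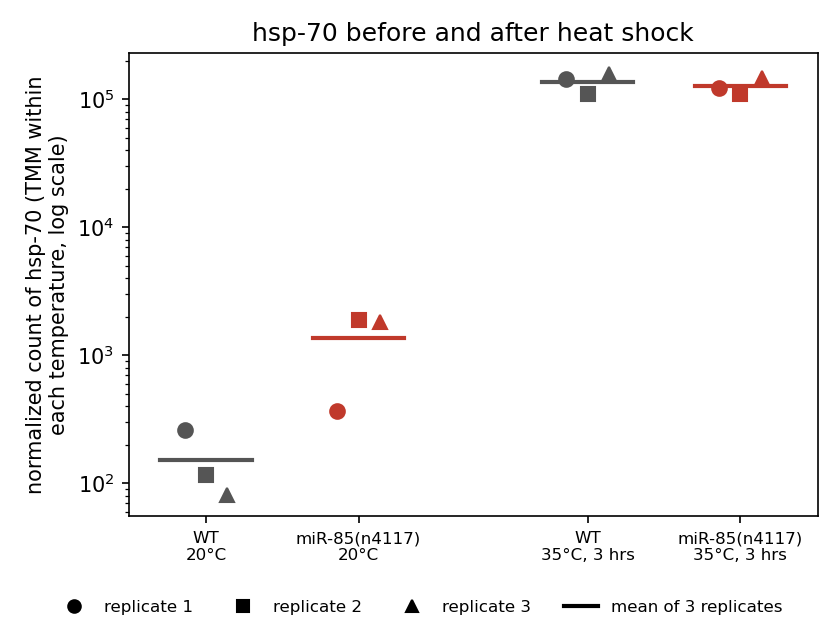
Normalized counts of hsp-70 (TMM within each temperature, log scale) in each WT (grey) and miR-85(n4117) (red) library at 20°C and after 3 hrs at 35°C, with a symbol per replicate and a line at the mean of 3 replicates. At 35°C the means are 136400 in WT and 126000 in miR-85(n4117), while at 20°C every mutant library lies above every WT library.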

**Fig 3:**
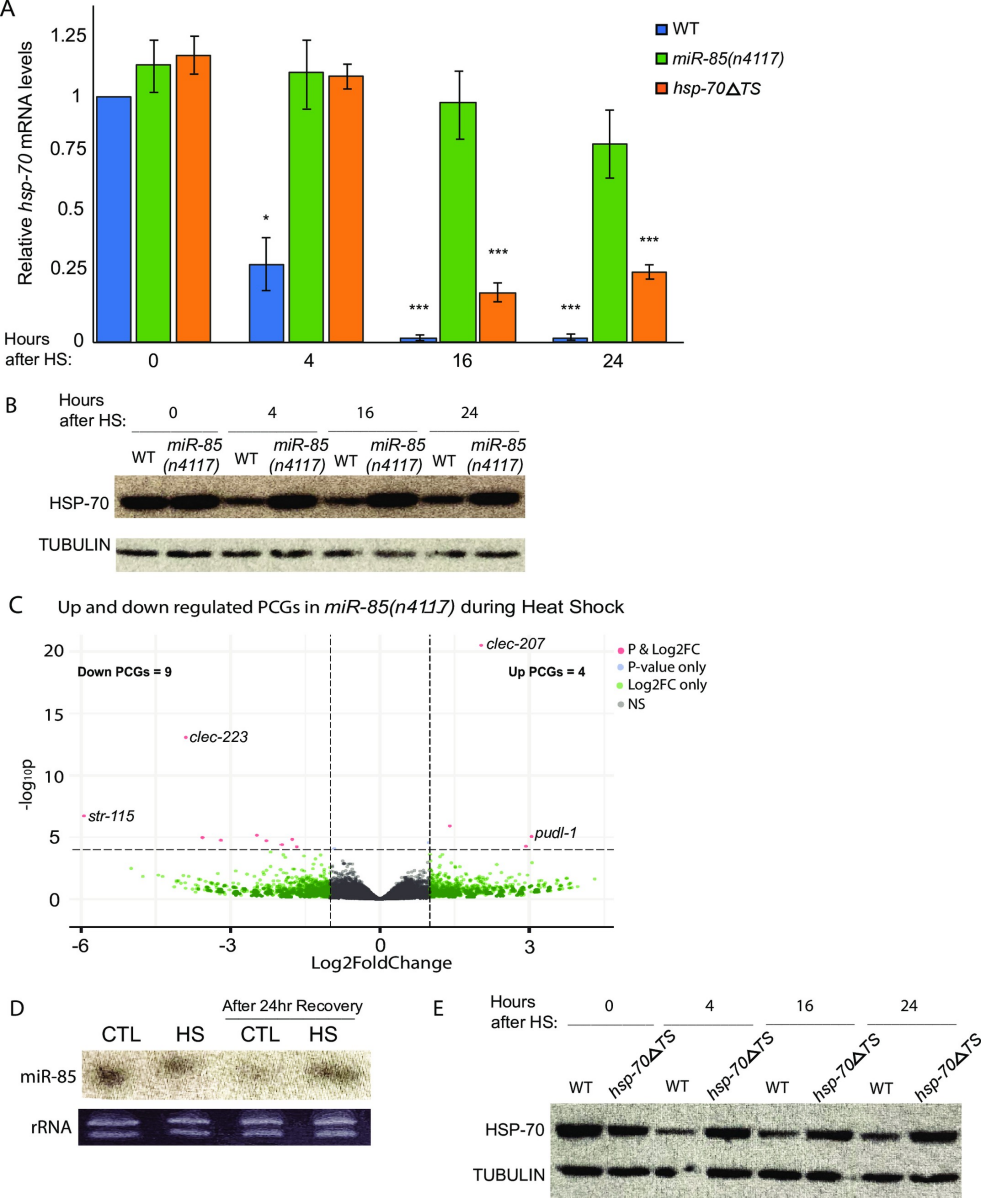
miR-85 regulates *hsp-70* during recovery from heat shock. A. RT-qPCR of *hsp-70* mRNA in WT, *mir-85(n4117)*, and *hsp-70ΔTS* animals after 3 hr HS at 35°C and allowed to recover at 20°C for 4, 16, and 24 hrs at 20°C. All replicates were normalized to *ama-1* mRNA. Three biological replicates were assayed. Student’s t-tests were performed to determine significance relative to levels immediately after HS (0 hr) in WT animals (*P < 0.05, ***P < 0.001). Compared to the WT 0 hr time point, *mir-85(n4117)* showed no significant difference in *hsp-70* mRNA levels through the recovery time course. Error bars represent SEM. B. Western blot of HSP-70 protein levels in WT and *miR-85(n4117)* animals subjected to 3 hr HS at 35°C and allowed to recover at 20°C for 4, 16, and 24 hrs at 20°C. Tubulin was used as a loading control. C. Volcano plot of differentially expressed PCGs in WT and *miR-85(n4117)* animals synchronized to L4 and heat shocked for 3 hrs at 35°C. Three biological replicates were used for RNA sequencing analysis. Genes were considered significant if they had a base mean > 10, Log2FC +/- 1, and p-adj. < 0.05. D. Northern blot of RNA from L4 synchronized WT animals maintained at 20°C (CTL) or after 3 hrs of HS at 35°C, and collected 24 hrs later from CTL and HS animals recovered at 20°C to detect miR-85-3p; ethidium bromide staining of rRNAs shows similar levels of loaded RNA for each sample. E. Western blot of HSP-70 protein levels in WT and *hsp-70ΔTS* animals subjected to 3 hr HS at 35°C and allowed to recover at 20°C for 4, 16, and 24 hrs at 20°C. Tubulin was used as a loading control.

During HS recovery, however, WT and *miR-85(n4117)* animals showed striking differences in *hsp-70* expression. After return to 20°C, WT animals displayed a rapid decline of *hsp-70* mRNA (Fig 3A) and protein (Fig 3B), following temporal changes previously reported for *hsp-70* during recovery from HS [39]. By 24 hrs after HS, *hsp-70* mRNA had almost returned to non-stress levels in WT but persisted at levels nearly as high as during HS in *miR-85(n4117)* animals (Fig 3A). Furthermore, we found that efficient down-regulation of *hsp-70* during HS recovery was dependent on its 3’UTR. Compared to WT, *hsp-70*Δ*TS* animals exhibited higher *hsp-70* mRNA and protein levels up to 24 hrs after return to 20°C (Fig 3A and 3F). It should be noted that the antibody used to detect HSP-70 likely reacts with homologs of this protein not expected to be regulated by miR-85 as their 3’UTRs lack binding sites for this miRNA. Thus, the Western blot results are likely an underestimate of the accumulation of HSP-70 in *miR-85(n4117)* compared to WT animals during recovery from HS. These results demonstrate a requirement for mir-85 and the 3’UTR of *hsp-70* in down-regulating *hsp-70* levels after HS.

### Down-regulation of *hsp-70* by miR-85 is important for recovery from heat shock

While the *miR-85* and *hsp-70*Δ*TS* strains exhibited no obvious developmental or viability defects (S2A Fig), we wondered if these animals might differ from WT in their ability to survive HS. To examine this possibility, L4 populations of WT, *miR-85(n4117)*, and *hsp-70*Δ*TS* animals were subjected to 4 hrs of HS at 35°C, and the percent survival was calculated after allowing the animals to recover for 24 hrs at 20°C. Compared to the nearly 60% viability observed in WT, only about 30% of *miR-85(n4117)* and *hsp-70*Δ*TS* animals survived (Fig 4A). To rule out possible phenotypes associated with *F49E12*.*8*, which is partially disrupted in *miR-85(n4117)*, we generated a new *miR-85* mutant, *miR-85(ap437)*. This allele contains a short deletion within the pre-miR-85 sequence that does not overlap the *F49E12*.*8* coding region. The *miR-85(ap437)* animals lacked mature miR-85 (Fig 4B) and phenocopied *miR-85(n4117)*, displaying an average survival around 32% after HS (Fig 4A). Additionally, Mos-1 Mediated Single Copy Insertion (MosSCI) [40] of *miR-85* in the loss-of-function *miR-85(n4117)* mutant (*miR-85(n4117);miR-85+*) restored mature miR-85 expression (Fig 4B) and rescued the HS viability phenotype to WT levels (Fig 4A). Taken together, these findings show that miR-85 and the 3’UTR of *hsp-70* facilitate HS survival.

**Fig 4:**
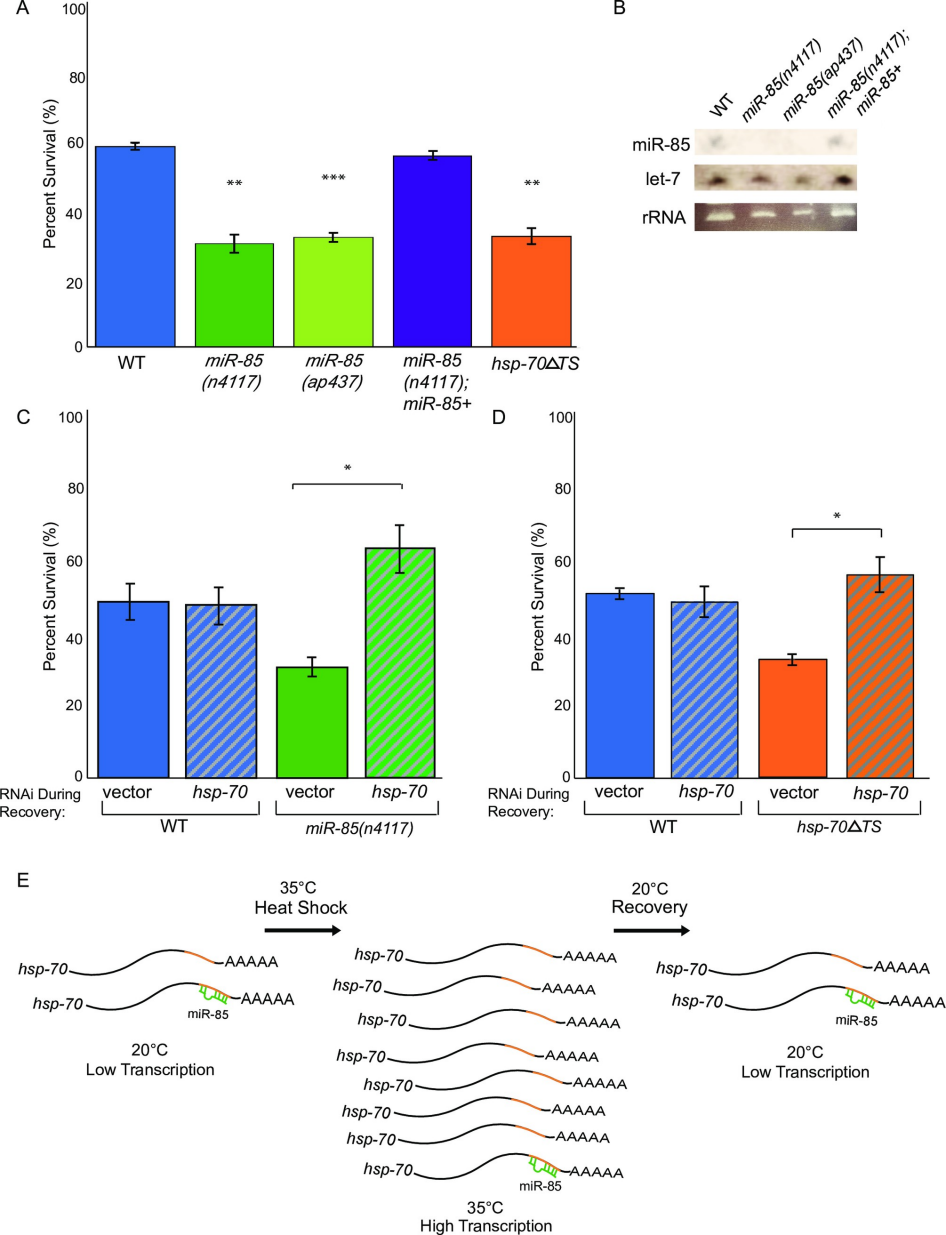
Down-regulation of *hsp-70* by miR-85 is important for recovery from heat shock. A. Heat shock viability of WT, *miR-85(n4117)*, *miR-85(ap437)*, *miR-85(n4117); miR-85+*, and *hsp-70ΔTS* animals subjected to 4 hr of HS at 35°C. Percent survival was determined after 24 hrs recovery at 20°C. *miR-85(ap437)* was generated using CRISPR-Cas9 to disrupt the production of mature miR-85. The *miR-85(n4117)*; *miR-85+* rescue strain was generated using MosSci. The rescue strain genotype is *knuSi832[pNU2156(miR-85 in cxTi10882*, *unc-119(+))] IV; unc-119(ed3) III; miR-85(n4117)*. Three blinded biological replicates were performed with at least 50 worms per strain, per condition. Student’s t-tests were performed to determine significance compared to WT (**P < 0.01, ***P < 0.001). Error bars represent SEM. B. Northern blot of L4 synchronized WT, *miR-85(n4117)*, *miR-85(ap437)* and *miR-85(n4117); miR-85+* strains probed for miR-85-3p and let-7 as a control to ensure strains were developmentally synchronized to the L4 stage; ethidium bromide staining of rRNA shows similar levels of loaded RNA for each sample. C. Following 4 hr of HS at 35°C, WT and *miR-85(n4117)* animals were subjected to vector *RNAi* or *hsp-70 RNAi* and percent survival was determined after 24 hrs recovery at 20°C. Three blinded biological replicates were performed with at least 50 worms per strain, per condition. Student’s t-tests were performed to determine significance for each strain relative to survival on *vector RNAi* (*P < 0.05). D. Following 4 hr of HS at 35°C, WT and *hsp-70ΔTS* animals were subjected to vector *RNAi* or *hsp-70 RNAi* and percent survival was determined after 24 hrs recovery at 20°C. Three blinded biological replicates were performed with at least 50 worms per strain, per condition. Student’s t-tests were performed to determine significance for each strain relative to survival on *vector RNAi* (*P < 0.05). E. Model for the role of miR-85 role in regulating *hsp-70*. At 20°C, miR-85 represses *hsp-70* by binding to complementary sites in the 3’UTR of its mRNA. Heat shock induces transcriptional up-regulation of *hsp-70* and the very high levels of *hsp-70* mRNA override the regulatory potential of miR-85. Upon return to 20°C, the transcriptional induction ceases and miR-85 aids in the rapid down-regulation of the abundant *hsp-70* mRNAs.

Given the dramatic mis-regulation of *hsp-70* during recovery from HS in *miR-85(n4117)* and *hsp-70*Δ*TS* strains (Fig 3A, 3B and 3F), we predicted that the failure to down-regulate *hsp-70* levels after HS might be responsible for the decreased survival of these animals. To test this idea, we used RNA interference (RNAi) to repress *hsp-70* expression during recovery from HS. Compared to vector RNAi control, *hsp-70(RNAi)* resulted in ~10-fold reduction in *hsp-70* mRNA levels in WT, *miR-85(n4117)*, and *hsp-70*Δ*TS* strains (S3A and S3B Fig). While survival rates for WT animals recovered on vector or *hsp-70(RNAi)* were indistinguishable at about 50%, RNAi depletion of *hsp-70* rescued the reduced viability of *miR-85(n4117)* and *hsp-70*Δ*TS* strains from ~35% to near WT levels (Fig 4C and 4D). This rescue was not due to a nonspecific RNAi response, as RNAi Against GFP or *dpy-6* did not affect survival of the WT, *miR-85(n4117)* or *hsp-70*Δ*TS* strains after HS. These results indicate that overexpression of *hsp-70* during recovery from HS contributes to the diminished survival of animals lacking miR-85 or the miR-85 target sites in the *hsp-70* 3’UTR. Furthermore, they highlight the importance of down-regulating *hsp-70* levels after HS and reveal a new role for the miRNA pathway in this process (Fig 4E).

## Discussion

Here we demonstrate a novel role for the microRNA pathway in heat shock recovery in *Caenorhabditis elegans*. We identified a specific miRNA, miR-85, that represses the expression of stress response genes, including a HS-induced chaperone, *hsp-70*. We show that animals lacking miR-85 or miR-85 target sites within the 3’UTR of *hsp-70* overexpress *hsp-70* under optimal temperature (20°C) conditions. Upon HS, though, this difference vanishes as the expression of *hsp-70* and other HS-induced genes is robustly activated at the transcriptional level. However, during recovery from HS, the normally rapid decline in *hsp-70* expression falters in the absence of miR-85 or its target sites in the *hsp-70* 3’UTR. Moreover, we present evidence that this over-expression of *hsp-70* during HS recovery reduces organismal viability. Our study reveals the importance of downregulating *hsp-70* levels after HS in an intact animal and highlights the role of miR-85 in facilitating this process.

### Role of the miRNA pathway in stress responses

Across animal species, disruption of a single miRNA rarely results in overt phenotypes [18,41]. However, the majority of studies have been performed under well-controlled laboratory conditions that seldom reflect stressful events encountered in the wild. When animals are challenged by bouts of stress, specific miRNAs have emerged as important regulatory tools that add robustness to developmental pathways and promote survival programs [41,42]. One striking example is illustrated by the role of miR-7 in *Drosophila*. Flies lacking this highly conserved miRNA exhibit no apparent abnormalities under controlled laboratory conditions [43]. However, when miR-7 mutants were subjected to a series of temperature fluctuations eye development failed [44]. Examples can also be found in tumor microenvironments, where localized cellular stress can reveal roles for specific miRNAs [45]. In mice, deletion of miR-10a caused no obvious defects until the mutant strain was challenged with a model of intestinal neoplasia [46]. In this background, the lack of miR-10a was associated with a dramatic increase in the development of adenomas in female mice [46]. There is also extensive evidence of miRNAs acting as key regulators in plants responding to various forms of stress, again unveiling previously unappreciated functions that are not evident under optimal growth conditions [47].

In *C*. *elegans*, few miRNA-associated phenotypes have been identified under normal laboratory conditions [38]. However, stress-responsive miRNAs have been reported [20–22] and a few miRNAs, such as miR-71 and miR-246, have been shown to influence viability after a bout of stress [23]. Nonetheless, there remains much to learn about the precise roles and targets of miRNAs in *C*. *elegans*, underscoring the importance of investigating miRNA function under conditions that mimic challenges faced in the natural world.

Here, we demonstrate a role for the miRNA pathway in regulating heat shock survival in *C*. *elegans*. The auxin-inducible degron system allowed us to deplete ALG-1 during the HS period or immediately following it. This method enabled us to conclude that ALG-1 functions in the HSR, but it is unclear if this role is restricted to the recovery phase or also engaged during high temperatures. The ability of the miRNA complex to regulate gene expression during HS is an open question. In mammalian cell culture, stress can result in modification of Argonaute proteins with poly(ADP-ribose) moieties and accumulation in Stress Granules (SGs), which store translationally inert mRNAs [48,49]. These events are associated with relief of miRNA-mediated repression [49]. There is also evidence that arsenite stress induces changes in target interactions by Argonaute that, instead, might enhance translational repression [50]. A further consideration is the general stabilization and translational repression of pre-existing mRNAs upon heat shock, which is a conserved response across organisms including those that lack the miRNA pathway, such as *S*. *cerevisiae* and *E*. *coli* [51–53]. Thus, the importance of miRNA-mediated gene regulation during elevated temperatures remains an open question.

### Post-transcriptional regulation of *hsp-70*

From bacteria to humans, dramatic up-regulation of *hsp-70* is a conserved feature of the heat shock response [54]. While many organisms also have constitutively expressed *hsp-70* homologs, the stress induced members are distinguished by their rapid induction in response to increased temperature [55]. The rapid accumulation of *hsp-70* triggered by HS and other stresses is regulated at the transcriptional level by Heat Shock Factor 1 (HSF1) [9]. Upon return to non-stress conditions, this transcriptional program ceases and, at least in some organisms, a post-transcriptional mechanism acts to reduce *hsp-70* to near basal levels [16]. Studies in human and *Drosophila* cells have shown that under control temperatures, *Hsp70* mRNA is relatively unstable [56,57]. During HS though, accelerated decay of *Hsp70* mRNA appears to be suspended, allowing high levels of the transcripts to accumulate for translation. Then, during recovery rapid degradation of *Hsp70* mRNA resumes [56,57]. It has been shown in *Drosophila* cells that degradation of *Hsp70* mRNA is achieved through efficient deadenylation and subsequent 5’-decapping and decay, and, consistent with previous studies, this process appears to arrest during stress and resume during recovery [17,58]. Regulation of *Drosophila Hsp70* mRNA stability is mediated by its 3’UTR [16,17,34]. Inspection of the *hsp-70* 3’UTR sequence revealed well-conserved “instability motifs” (AUUUA), which were hypothesized to contribute to the targeted deadenylation of *Hsp70* [16]. However, disruption of these elements in reporters fused to the *Hsp70* 3’UTR did not affect mRNA decay rates in *Drosophila* cells, leaving the precise destabilizing elements within the 3’UTR yet to be defined [17].

Our study establishes a regulatory role for the 3’UTR of *hsp-70* in *C*. *elegans*. Our results are consistent with a model whereby miR-85 binds target sites in the *hsp-70* 3’UTR to promote mRNA degradation (Fig 4E). Despite multiple attempts, we failed to generate precise mutations that only changed the miR-85 target sites in the 3’UTR of *hsp-70*, so it remains possible that additional 3’UTR regulatory elements are disrupted in *hsp-70*Δ*TS* animals. While *hsp-70* mRNA levels were elevated to similar extents in *miR-85* or *hsp-70*Δ*TS* mutants under control temperatures and up to 4 hours into HS recovery, levels were markedly higher at the later recovery time points in animals lacking miR-85 (Fig 3A, 16, 24 hr time points). This difference may stem from mis-regulation of other miR-85 targets in the *miR-85* mutant, which could indirectly affect *hsp-70* expression during recovery.

The apparent pause in miRNA-mediated regulation of *hsp-70* during HS in *C*. *elegans* is reminiscent of the halt in *Hsp70* mRNA decay observed in *Drosophila* and human cells [56,57]. Given the parallels, it is tempting to speculate that the miRNA pathway may also contribute to the post-transcriptional regulation of *Hsp70* in other organisms. As described above, modification and re-localization of Argonaute during stress could limit the repressive ability of the miRNA complex and potentially release *hsp-70* mRNA for maximal expression. Another mechanism that can override effective regulation by the miRNA pathway is an over-production of target transcripts [41]. As miR-85 levels remain constant during HS, it is possible that the bolus of *hsp-70* mRNA and possibly other miR-85 targets induced by transcription exceeds a threshold where miRNA regulation contributes little to overall target levels.

### Down-regulation of *hsp-70* after heat shock is important for survival

We found that maintenance of high *hsp-70* levels after HS negatively impacts survival in *C*. *elegans*. Since depletion of *hsp-70* mRNA by RNAi could compensate for the lack of miR-85 mediated regulation, overexpression of *hsp-70* is likely the primary cause of reduced viability in *miR-85* or *hsp-70*Δ*TS* mutants subjected to HS. HSP-70 is a molecular chaperone that can promote protein folding, refolding, disaggregation or degradation, activities under high demand in elevated temperatures [12]. Given these protective roles, why then would excess HSP-70 be detrimental? This is a longstanding question as previous studies have shown that constitutive overexpression of *Hsp70* in *Drosophila* cells reduced growth rates [59] and in mice negatively impacted development and lifespan [60]. Given its many roles in the cell under normal growth conditions, which include facilitation of protein folding, translocation across membranes, complex assembly and disassembly, and regulation of protein activity and stability [12], there are several possibilities that could explain the danger of excess Hsp70. The ability of Hsp70 to interact promiscuously with a variety of clients could result in a general disruption in protein homeostasis where deviations in folding or complex formation dynamics lead to aberrant or unstable complexes. High levels of *Hsp70* could also change the stoichiometry with binding partners, such as the transcription factor HSF1 or the endoribonuclease Ire that mediates ER stress, reducing their active concentrations [60,61]. There is also evidence that Hsp70 interacts with lipids in mammalian culture cells, and it has been speculated that aberrant membrane interactions could contribute to the cellular toxicity caused by excess Hsp70 [61,62]. While it is yet to be determined how high levels of HSP-70 hinder the ability of *C*. *elegans* to recover from HS, this finding highlights the importance of down-regulating *hsp-70* expression post stress.

Curiously, the overexpression of *hsp-70* observed in *miR-85* or *hsp-70*Δ*TS* mutants was not associated with developmental abnormalities in animals cultured at ambient temperatures. Despite the up-regulation of several stress-related genes in the *miR-85* mutants, the development of these animals is indistinguishable from wildtype. These observations suggest that under ideal conditions the robustness of developmental programs is not dependent on regulation by miR-85. However, this miRNA was found to be required for recovery from HS. Thus, environmental perturbations likely to be encountered in the wild, such as elevated temperatures, can reveal roles for miRNA genes previously considered to be dispensable. Furthermore, our study demonstrates that repression of *hsp-70* by miR-85 promotes survival after HS in *C*. *elegans*, establishing an important role for the miRNA pathway in post stress gene regulation.

## Materials and methods

### Nematode culture and heat shock viability assays

*C*. *elegans* strains were cultured under standard conditions and synchronized by hypochlorite treatment [63]. Heat shock viability assays were performed by plating synchronized L1 worms on NGM plates seeded with OP50 that were grown for 44 hrs at 20°C before raising the temperature to 35°C for 4 hrs of heat shock. Worms were recovered for 24hrs at 20°C before scoring. When possible, assays were blinded before synchronization and were unblinded only after scoring viability. *Alg-1(gk214)* worms were grown for 47 hrs before HS treatment as they are slightly developmentally delayed [64]. The auxin-induced degradation was performed by moving worms to NGM plates supplemented with 1% auxin (indole-3-acetic acid) during either 4 hrs of HS or 24 hrs of recovery. Numerical data are provided in S2 Table.

### Western blotting

Western blotting was performed as previously described using mouse monoclonal antibodies against Tubulin or FLAG (Sigma), and rabbit polyclonal antibodies against Hsp70 (Proteintech) [65,66].

### RT-qPCR

Quantitative RT-PCR analyses of mRNA (SYBR Green) levels were performed according to manufacturer’s instructions using the QuantSudio machine (ABI Biosystems). The housekeeping gene, *ama-1*, was used for normalization of experimental Ct values. Three biological replicates were performed with three technical replicates for each target gene. Numerical data are provided in S2 Table.

Primer sequences:

*ama-1* Forward: *5’–*CACTGGAGTTGTCCCAATTCTTG– 3’

*ama-1* Reverse: *5’–*TGGAACTCTGGAGTCACACC– 3’

*hsp-70* Forward: *5’–*CCGCTCGTAATCCGGAGAATACAG– 3’

*hsp-70* Reverse: *5’–*CAACCTCAACAACGGGCTTTCC– 3’

### Northern blotting

PAGE northern blotting was performed as previously described using IDT StarFire probes for cel-miR-85-3p and let-7 [66]. let-7: AACTATACAACCTACTACCTCA/3StarFire /miR-85-3p: GCACGACTTTTCAAATACTTTGTA/3StarFire/

### RNA sequencing

N2 wildtype (WT) and *miR-85(n4117)* worms were grown to L4 stage (47 hrs at 20°C) under standard growth conditions [63].The experimental group was subjected to heat stress by raising the temperature to 35°C for 3 hrs after developing for 44 hrs at 20°C. Animals from the control (20°C) and experimental group (35°C) were collected, snap-frozen and total RNA was isolated using a standard TRIzol (Life Technologies) RNA extraction. cDNA sequencing libraries from three independent biological replicates were prepared from 1ug of total RNA (with RIN > 8.4) using the standard protocol from the Illumina Stranded TruSeq RNA library prep kit. Ribosomal RNA was removed prior to library preparation using RiboZero Gold (Illumina). cDNA libraries were sequenced on the Illumina High Seq 4000 (SR75). Libraries were at least 28 million reads per sample. Reads were aligned to the *C*. *elegans* genome WS235 using STAR and the average percent of uniquely mapped reads was 84.4% [67]. Aligned reads were sorted using Samtools [68]. Reads were counted using FeatureCounts and Ensembl 88 gene annotations [69]. Differential gene expression was determined using DESeq2 with default parameters [37]. Classes of genes were filtered, and protein-coding genes (PCGs) were used for downstream analysis. PCGs with +/- 1 Log2FC, a basemean of at least 10, and adjusted p-value of < 0.05 were considered significantly mis-regulated (S1 Table). Volcano plots were generated using EnhancedVolcano [70]. Gene ontology enrichment was determined using DAVID Gene Ontology Analysis of the PCGs determined to be significantly up or down-regulated in *miR-84(n4117)* compared to WT animals by RNA sequencing [32].

### RNAi

Feeding RNAi was performed as previously described [71]. Briefly, animals were moved to either empty vector, *GFP*, *dpy-6* or *hsp-70* RNAi plates during a 24 hr recovery period at 20°C after a 3 hr HS for RT-qPCR analysis or after 4 hr HS for viability experiments. RNAi plates were supplemented with 1mM of IPTG, tetracycline (12.5ug/ml), and ampicillin (100ug/ml). RNAi bacteria was grown for 16 hrs at 37°C and concentrated 10x before adding to plates. Numerical data are provided in S2 Table.

### Strains

The following strains were used in this study: wild type (WT) N2 Bristol, QK155 (AID::ALG-1): *alg-1(xk20 | 4xflag*::*degron*::*alg-1) X; ieSi57 II* (a gift from the John Kim Lab), VC446 *alg-1(gk214)*, RB574 *alg-2(ok304)*, PQ629 *miR-85(n4117)*. PQ610 *miR-85(ap437)* and PQ659 *hsp-70ΔTS(ap443)* strains were generated using CRISPR/Cas9 with a single guide RNA and back-crossed to N2 three times. The miR-85 rescue strain PQ602 was made by crossing *miR-85(n4117)* to COP2068: knuSi832[pNU2156 (miR-85 in cxTi10882, unc-119(+))] IV; unc-119(ed3) III), using a MosSCi integration system (Nemametrix) [40].

## Supporting information

S1 Table List of up- and down-regulated PCGs from RNA sequencing experiments at control (20°C) and heat shock (35°C) conditions in WT versus *miR-85(n4117)* animals. 

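S1 Table gives, for each listed gene, the mean of the normalized counts of the 6 libraries at 1 temperature (baseMean), the log2 fold change and its standard error, the Wald statistic and p-values of DESeq2, and the normalized count of each library. Its log2 fold changes are WT over miR-85(n4117), so that genes higher in the mutant carry a negative sign. The normalized counts were compared with those DESeq2 gives for the deposited counts. For hsp-70 at 20°C the first 3 count columns, headed as miR-85(n4117), matched the libraries of miR-85(n4117) to within 0.549%. In the heat shock sheets the first 3 count columns, which are also headed as miR-85(n4117), matched the WT libraries to within 0.00031% for each of the listed genes. The sign of the fold changes in these sheets is nonetheless that of WT over miR-85(n4117). In the sheet of genes higher after heat shock, the printed name and the gene identifier belong to different genes in the annotation for all 4 rows. The identifiers are those of ugt-15, gly-20, fbxa-192 and hil-2, and the names beside them are pudl-1, clec-207, gly-20 and fbxa-192. The values in these rows belong to the identifiers.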

Three independent biological replicates were used for RNA sequencing.
(XLSX) Click here for additional data file.

S2 Table Numerical data underlying graphs and summary statistics. (XLSX) Click here for additional data file.

S1 Fig Viability assay controls and *hsp-70* RT-qPCR during heat shock and recovery. A. Percent survival of WT, *alg-1(gk214)*, and AID::ALG-1 animals grown at 20°C for 72 hrs. Three biological replicates were performed with at least 50 worms per strain. Error bars represent SEM. B. Percent survival of synchronized WT and *alg-2(ok304)* animals grown at 20°C for 44 hrs before heat shock for 4 hrs at 35°C. Viability was scored after 24 hrs of recovery at 20°C. Three biological replicates were performed with at least 50 worms per strain. Error bars represent SEM. C. Percent survival of synchronized WT, *alg-1(gk214)*, and AID::ALG-1 animals grown to stage L4 before being moved to auxin-containing media either for 24 hrs at 20°C, during 4 hrs HS, or during 24 hrs recovery after HS. Three biological replicates were performed with at least 50 worms per strain. Error bars represent SEM. D. RT-qPCR of *hsp-70* mRNA levels in WT animals subjected to 3 hr HS and allowed to recover for 24hrs. All replicates were normalized to *ama-1*. Three biological replicates were assayed. Student’s t-tests were performed to determine significance relative to *hsp-70* mRNA expression compared to HS (***P < 0.001). Error bars represent SEM.
(PDF) Click here for additional data file.

S2 Fig Viability assay at control temperatures (20°C). A. Percent survival of WT, *miR-85(n4117)*, *miR-85(ap437)*, and *hsp-70ΔTS* animals grown at 20°C for 72 hrs. Three blinded biological replicates were performed with at least 50 worms per strain. Error bars represent SEM.
(PDF) Click here for additional data file.

S3 Fig RT-qPCR of RNAi knock down and non-specific RNAi heat shock viability assay controls. A. RT-qPCR of *hsp-70* mRNA levels in WT and *miR-85(n4117)* animals subjected to HS and allowed to recover on *vector RNAi* or *hsp-70 RNAi* for 24 hrs. All replicates were normalized to *ama-1* mRNA. Three biological replicates were assayed. Student’s t-tests were performed to determine significance relative to *hsp-70* mRNA expression immediately after HS for each strain (***P < 0.001). Error bars represent SEM. B. RT-qPCR of *hsp-70* mRNA levels in WT and *hsp-70ΔTS* animals subjected to HS and allowed to recover on *vector RNAi* or *hsp-70 RNAi* for 24 hrs. All replicates were normalized to *ama-1* mRNA. Three biological replicates were assayed. Student’s t-tests were performed to determine significance relative to *hsp-70* mRNA expression immediately after HS for each strain (*P < 0.05, **P <0.01). Error bars represent SEM. C. Following 4 hr of HS at 35°C, WT, *miR-85(n4117)*, and *hsp-70ΔTS* animals were subjected to *GFP* and *dpy-6 RNAi* and percent survival was determined after 24 hrs recovery at 20°C. Three blinded biological replicates were performed with at least 50 worms per strain, per condition. Student’s t-tests were performed to determine significance for each strain relative to survival on *vector RNAi* (*P < 0.05, **P < 0.01, ***P < 0.001). Error bars represent SEM.
(PDF) Click here for additional data file.

## References

[1] RichterK, HaslbeckM, BuchnerJ. The Heat Shock Response: Life on the Verge of Death. Vol. 40, Molecular Cell. 2010. p. 253–66. doi: 10.1016/j.molcel.2010.10.006 20965420

[2] LindquistS, CraigEA. The Heat-Shock Proteins. Annu Rev Genet. 1988Dec;22(1):631–77. doi: 10.1146/annurev.ge.22.120188.003215 2853609

[3] IkwegbuePC, MasambaP, OyinloyeBE, KappoAP. Roles of Heat Shock Proteins in Apoptosis, Oxidative Stress, Human Inflammatory Diseases, and Cancer. Pharmaceuticals. 2017Dec23;11(1):2.10.3390/ph11010002PMC587469829295496

[4] JollyC, MorimotoRI. Role of the Heat Shock Response and Molecular Chaperones in Oncogenesis and Cell Death. JNCI J Natl Cancer Inst. 2000Oct4;92(19):1564–72. doi: 10.1093/jnci/92.19.1564 11018092

[5] MorimotoRI. Regulation of the heat shock transcriptional response: Cross talk between a family of heat shock factors, molecular chaperones, and negative regulators. Genes Dev. 1998;12(24):3788–96. doi: 10.1101/gad.12.24.3788 9869631

[6] ZengX-C, BhasinS, WuX, LeeJ-G, MaffiS, NicholsCJ, et al. Hsp70 dynamics in vivo: effect of heat shock and protein aggregation. J Cell Sci. 2004Oct1;117(21):4991 LP– 5000. doi: 10.1242/jcs.01373 15367583

[7] DuarteFM, FudaNJ, MahatDB, CoreLJ, GuertinMJ, LisJT. Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation. Genes Dev. 2016;30(15):1731–46. doi: 10.1101/gad.284430.116 27492368PMC5002978

[8] ShalgiR, HurtJA, KrykbaevaI, TaipaleM, LindquistS, BurgeCB. Widespread regulation of translation by elongation pausing in heat shock. Mol Cell. 2013/01/03. 2013Feb7;49(3):439–52. doi: 10.1016/j.molcel.2012.11.028 23290915PMC3570722

[9] VihervaaraA, DuarteFM, LisJT. Molecular mechanisms driving transcriptional stress responses. Nat Rev Genet. 2018Jun;19(6):385–97. doi: 10.1038/s41576-018-0001-6 29556092PMC6036639

[10] ÅkerfeltM, MorimotoRI, SistonenL. Heat shock factors: Integrators of cell stress, development and lifespan. Vol. 11, Nature Reviews Molecular Cell Biology. 2010. p. 545–55. doi: 10.1038/nrm2938 20628411PMC3402356

[11] NollenEAA, MorimotoRI. Chaperoning signaling pathways: molecular chaperones as stress-sensing heat shock proteins. J Cell Sci. 2002Jul15;115(14):2809 LP– 2816.1208214210.1242/jcs.115.14.2809

[12] RosenzweigR, NillegodaNB, MayerMP, BukauB. The Hsp70 chaperone network. Nat Rev Mol Cell Biol. 2019;20(11):665–80. doi: 10.1038/s41580-019-0133-3 31253954

[13] MayerMP, BukauB. Hsp70 chaperones: cellular functions and molecular mechanism. Cell Mol Life Sci. 2005Mar;62(6):670–84. doi: 10.1007/s00018-004-4464-6 15770419PMC2773841

[14] HessMA, DuncanRF. Sequence and structure determinants of Drosophila Hsp70 mRNA translation: 5’UTR secondary structure specifically inhibits heat shock protein mRNA translation. Nucleic Acids Res. 1996Jun15;24(12):2441–9. doi: 10.1093/nar/24.12.2441 8710519PMC145955

[15] DiDomenicoBJ, BugaiskyGE, LindquistS. Heat shock and recovery are mediated by different translational mechanisms. Proc Natl Acad Sci U S A. 1982;79(20 I):6181–5. doi: 10.1073/pnas.79.20.6181 6815647PMC347083

[16] YostHJ, PetersenRB, LinquistS. RNA metabolism: strategies for regulation in the heat shock response. Trends Genet. 1990;6(C):223–7. doi: 10.1016/0168-9525(90)90183-7 1697106

[17] BönischC, TemmeC, MoritzB, WahleE. Degradation of hsp70 and other mRNAs in Drosophila via the 5′-3′ pathway and its regulation by heat shock. J Biol Chem. 2007;282(30):21818–28. doi: 10.1074/jbc.M702998200 17545151

[18] BartelDP. Metazoan MicroRNAs. Cell. 2018Mar22;173(1):20–51. doi: 10.1016/j.cell.2018.03.006 29570994PMC6091663

[19] Vasquez-RifoA, JannotG, ArmisenJ, LabouesseM, BukhariSIA, RondeauEL, et al. Developmental Characterization of the MicroRNA-Specific C. elegans Argonautes alg-1 and alg-2.PLoS One. 2012Mar20;7(3):e33750. doi: 10.1371/journal.pone.003375022448270PMC3309000

[20] BrunquellJ, SnyderA, ChengF, WesterheideSD. HSF-1 is a regulator of miRNA expression in Caenorhabditis elegans. PLoS One. 2017;12(8):e0183445. doi: 10.1371/journal.pone.018344528837599PMC5570370

[21] NehammerC, PodolskaA, MackowiakSD, KagiasK, PocockR. Specific microRNAs regulate heat stress responses in Caenorhabditis elegans. Sci Rep. 2015;5(1):1–8. doi: 10.1038/srep08866 25746291PMC4352874

[22] SchreinerWP, PagliusoDC, GarriguesJM, ChenJS, AaltoAP, PasquinelliAE. Remodeling of the Caenorhabditis elegans non-coding RNA transcriptome by heat shock. Nucleic Acids Res. 2019Oct10;47(18):9829–41. doi: 10.1093/nar/gkz693 31396626PMC6765114

[23] De LencastreA, PincusZ, ZhouK, KatoM, LeeSS, SlackFJ. MicroRNAs both promote and antagonize longevity in C. elegans. Curr Biol. 2010;20(24):2159–68. doi: 10.1016/j.cub.2010.11.015 21129974PMC3023310

[24] TopsBBJ, PlasterkRHA, KettingRF. The caenorhabditis elegans argonautes ALG-1 and ALG-2: Almost identical yet different. Cold Spring Harb Symp Quant Biol. 2006;71:189–94. doi: 10.1101/sqb.2006.71.035 17381296

[25] ZinovyevaAY, BouaskerS, SimardMJ, HammellCM, AmbrosV. Mutations in Conserved Residues of the C. elegans microRNA Argonaute ALG-1 Identify Separable Functions in ALG-1 miRISC Loading and Target Repression.PLOS Genet. 2014Apr24;10(4):e1004286. doi: 10.1371/journal.pgen.100428624763381PMC3998888

[26] BrownKC, SvendsenJM, TucciRM, MontgomeryBE, MontgomeryTA. ALG-5 is a miRNA-associated Argonaute required for proper developmental timing in the Caenorhabditis elegans germline. Nucleic Acids Res. 2017Sep6;45(15):9093–107. doi: 10.1093/nar/gkx536 28645154PMC5587817

[27] RiosC, WarrenD, OlsonB, AbbottAL. Functional analysis of microRNA pathway genes in the somatic gonad and germ cells during ovulation in C. elegans. Dev Biol. 2017/04/28. 2017Jun1;426(1):115–25. doi: 10.1016/j.ydbio.2017.04.007 28461238PMC5716346

[28] BukhariSI, Vasquez-RifoA, GagneD, PaquetER, ZetkaM, RobertC, et al. The microRNA pathway controls germ cell proliferation and differentiation in *C*. *elegans*. Cell Res. 2012Jun;22(6):1034–45. doi: 10.1038/cr.2012.31 22370633PMC3367518

[29] AaltoAP, NicastroIA, BroughtonJP, ChipmanLB, SchreinerWP, ChenJS, et al. Opposing roles of microRNA Argonautes during Caenorhabditis elegans aging. PLoS Genet. 2018;14(6):1–24. doi: 10.1371/journal.pgen.1007379 29927939PMC6013023

[30] ZhangL, WardJD, ChengZ, DernburgAF. The auxin-inducible degradation (AID) system enables versatile conditional protein depletion in C. elegans. Development. 2015;142(24):4374–84. doi: 10.1242/dev.129635 26552885PMC4689222

[31] JanCH, FriedmanRC, RubyJG, BartelDP. Formation, regulation and evolution of Caenorhabditis elegans 3’UTRs.Nature. 2011;469(7328):97–103. doi: 10.1038/nature09616 21085120PMC3057491

[32] HuangDW, ShermanBT, LempickiRA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009;4(1):44–57. doi: 10.1038/nprot.2008.211 19131956

[33] MorimotoRI. Cells in stress: Transcriptional activation of heat shock genes. Vol. 259, Science. American Association for the Advancement of Science; 1993. p. 1409–10. doi: 10.1126/science.8451637 8451637

[34] SimcoxAA, CheneyCM, HoffmanEP, ShearnA. A deletion of the 3’ end of the Drosophila melanogaster hsp70 gene increases stability of mutant mRNA during recovery from heat shock. Mol Cell Biol. 1985;5(12):3397–402. doi: 10.1128/mcb.5.12.3397-3402.1985 3939315PMC369168

[35] BaggaS, BrachtJ, HunterS, MassirerK, HoltzJ, EachusR, et al. Regulation by let-7 and lin-4 miRNAs results in target mRNA degradation. Cell. 2005;122(4):553–63. doi: 10.1016/j.cell.2005.07.031 16122423

[36] Valencia-SanchezMA, LiuJ, HannonGJ, ParkerR. Control of translation and mRNA degradation by miRNAs and siRNAs. Genes Dev. 2006;20(5):515–24. doi: 10.1101/gad.1399806 16510870

[37] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):3–6. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[38] MiskaEA, Alvarez-SaavedraE, AbbottAL, LauNC, HellmanAB, McGonagleSM, et al. Most Caenorhabditis elegans microRNAs are individually not essential for development or viability. PLoS Genet. 2007;3(12):2395–403. doi: 10.1371/journal.pgen.0030215 18085825PMC2134938

[39] PrahladV, CorneliusT, MorimotoRI. Regulation of the cellular heat shock response in Caenorhabditis elegans by thermosensory neurons. Science. 2008;320(5877):811–4. doi: 10.1126/science.1156093 18467592PMC3429343

[40] PhilipNS, EscobedoF, BahrLL, BerryBJ, WojtovichAP. Mos1 element-mediated CRISPR integration of transgenes in Caenorhabditis elegans. G3 Genes, Genomes, Genet. 2019;9(8):2629–35. doi: 10.1534/g3.119.400399 31186306PMC6686933

[41] LeungAKL, SharpPA. MicroRNA functions in stress responses. Mol Cell. 2010Oct22;40(2):205–15. doi: 10.1016/j.molcel.2010.09.027 20965416PMC2996264

[42] EmdeA, HornsteinE. miRNAs at the interface of cellular stress and disease. EMBO J. 2014Jul1;33(13):1428–37. doi: 10.15252/embj.201488142 24867813PMC4194087

[43] LiX, CarthewRW. A microRNA mediates EGF receptor signaling and promotes photoreceptor differentiation in the Drosophila eye. Cell. 2005;123(7):1267–77. doi: 10.1016/j.cell.2005.10.040 16377567

[44] LiX, CassidyJJ, ReinkeCA, FischboeckS, CarthewRW. A MicroRNA Imparts Robustness against Environmental Fluctuation during Development. Cell. 2009;137(2):273–82. doi: 10.1016/j.cell.2009.01.058 19379693PMC2674871

[45] MendellJT, OlsonEN. MicroRNAs in stress signaling and human disease. Cell. 2012;148(6):1172–87. doi: 10.1016/j.cell.2012.02.005 22424228PMC3308137

[46] StadthagenG, TehlerD, Høyland-KroghsboNM, WenJ, KroghA, JensenKT, et al. Loss of miR-10a activates lpo and collaborates with activated Wnt signaling in inducing intestinal neoplasia in female mice. PLoS Genet. 2013/10/24. 2013Oct;9(10):e1003913–e1003913. doi: 10.1371/journal.pgen.1003913 24204315PMC3812087

[47] SongX, LiY, CaoX, QiY. MicroRNAs and Their Regulatory Roles in Plant–Environment Interactions. Annu Rev Plant Biol. 2019Apr29;70(1):489–525. doi: 10.1146/annurev-arplant-050718-100334 30848930

[48] LeungAKL, CalabreseJM, SharpPA. Quantitative analysis of Argonaute protein reveals microRNA-dependent localization to stress granules. Proc Natl Acad Sci. 2006Nov28;103(48):18125 LP– 18130. doi: 10.1073/pnas.0608845103 17116888PMC1838717

[49] LeungAKL, VyasS, RoodJE, BhutkarA, SharpPA, ChangP. Poly(ADP-Ribose) Regulates Stress Responses and MicroRNA Activity in the Cytoplasm.Mol Cell. 2011May20;42(4):489–99. doi: 10.1016/j.molcel.2011.04.015 21596313PMC3898460

[50] Karginov FV, HannonGJ. Remodeling of Ago2-mRNA interactions upon cellular stress reflects miRNA complementarity and correlates with altered translation rates. Genes Dev. 2013/07/03. 2013Jul15;27(14):1624–32. doi: 10.1101/gad.215939.113 23824327PMC3731550

[51] de NadalE, PosasF. Elongating under Stress. Genet Res Int. 2011/09/07. 2011;2011:326286. doi: 10.4061/2011/32628622567351PMC3335722

[52] MoranoKA, GrantCM, Moye-RowleyWS. The response to heat shock and oxidative stress in Saccharomyces cerevisiae. Genetics. 2011/12/29. 2012Apr;190(4):1157–95. doi: 10.1534/genetics.111.128033 22209905PMC3316637

[53] HenryMD, YanceySD, KushnerSR. Role of the heat shock response in stability of mRNA in Escherichia coli K-12. J Bacteriol. 1992Feb;174(3):743–8. doi: 10.1128/jb.174.3.743-748.1992 1732210PMC206150

[54] LindquistS.The Heat Shock Response. Annu Rev Biochem. 1986Jun1;55(1):1151–91. doi: 10.1146/annurev.bi.55.070186.005443 2427013

[55] BettencourtBR, HoganCC, NimaliM, DrohanBW. Inducible and constitutive heat shock gene expression responds to modification of Hsp70 copy number in Drosophila melanogaster but does not compensate for loss of thermotolerance in Hsp70 null flies. BMC Biol. 2008Jan22;6:5. doi: 10.1186/1741-7007-6-518211703PMC2257928

[56] PetersenR, LindquistS. The Drosophila hsp70 message is rapidly degraded at normal temperatures and stabilized by heat shock. Gene. 1988;72(1):161–8. doi: 10.1016/0378-1119(88)90138-2 3243430

[57] TheodorakisNG, MorimotoRI. Posttranscriptional regulation of hsp70 expression in human cells: effects of heat shock, inhibition of protein synthesis, and adenovirus infection on translation and mRNA stability. Mol Cell Biol. 1987;7(12):4357–68. doi: 10.1128/mcb.7.12.4357-4368.1987 3437893PMC368119

[58] TemmeC, ZaessingerS, MeyerS, SimoneligM, WahleE. A complex containing the CCR4 and CAF1 proteins is involved in mRNA deadenylation in Drosophila. EMBO J. 2004/06/24. 2004Jul21;23(14):2862–71. doi: 10.1038/sj.emboj.7600273 15215893PMC514940

[59] FederJH, RossiJM, SolomonJ, SolomonN, LindquistS. The consequences of expressing hsp70 in Drosophila cells at normal temperatures. 1992. doi: 10.1101/gad.6.8.14021644286

[60] VanhoorenV, LiuXE, DesmyterL, FanYD, VanwalleghemL, Van MolleW, et al. Over-expression of heat shock protein 70 in mice is associated with growth retardation, tumor formation, and early death. Rejuvenation Res. 2008;11(6):1013–20. doi: 10.1089/rej.2008.0783 19072255

[61] MasserAE, KangW, RoyJ, KaimalJM, Quintana-CorderoJ, FriedländerMR, et al. Cytoplasmic protein misfolding titrates Hsp70 to activate nuclear Hsf1. Elife. 2019;8:1–27. doi: 10.7554/eLife.47791 31552827PMC6779467

[62] ArispeN, DohM, SimakovaO, KurganovB, Maio A De. Hsc70 and Hsp70 interact with phosphatidylserine on the surface of PC12 cells resulting in a decrease of viability. FASEB J. 2004Nov1;18(14):1636–45. doi: 10.1096/fj.04-2088com 15522909

[63] WoodW.The Nematode Caenorhabditis elegans. Cold Spring Harb. 1988;Cold Spring.

[64] ZisoulisDG, KaiZS, ChangRK, PasquinelliAE. Autoregulation of microRNA biogenesis by let-7 andArgonaute. Nature. 2012Jun28;486(7404):541–4. doi: 10.1038/nature11134 22722835PMC3387326

[65] ZisoulisDG, LovciMT, WilbertML, HuttKR, LiangTY, PasquinelliAE, et al. Comprehensive discovery of endogenous Argonaute binding sites in Caenorhabditis elegans. Nat Struct Mol Biol. 2010;17(2):173–9. doi: 10.1038/nsmb.1745 20062054PMC2834287

[66] Van WynsberghePM, KaiZS, MassirerKB, BurtonVH, YeoGW, PasquinelliAE. LIN-28 co-transcriptionally binds primary let-7 to regulate miRNA maturation in Caenorhabditis elegans. Nat Struct Mol Biol. 2011;18(3):302–8. doi: 10.1038/nsmb.1986 21297634PMC3077891

[67] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al. STAR: ultrafast universal RNA-seq aligner National Center for Biotechnology Information. 2013;(Cdc):19.10.1093/bioinformatics/bts635PMC353090523104886

[68] LiH, HandsakerB, WysokerA, FennellT, RuanJ, HomerN, et al. Sequence Alignment: Map format and SAMtools. Bioinformatics. 2020;2020.10.1093/bioinformatics/btp352PMC272300219505943

[69] LiaoY, SmythGK, ShiW, ReadM. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. 2014;(1023454). doi: 10.1093/bioinformatics/btt65624227677

[70] BligheK, RanaS, LewisM. Enhanced Volcano: Publication-ready volcano plots with enhanced colouring and labeling. 2020;R Package.

[71] De-SouzaEA, CamaraH, SalgueiroWG, MoroRÍP, KnittelTL, TononG, et al. RNA interference may result in unexpected phenotypes in Caenorhabditis elegans. Nucleic Acids Res. 2019;47(8):3957–69. doi: 10.1093/nar/gkz154 30838421PMC6486631

How the deposited data were processed for this re-analysis (not part of the article)

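The data are RNA sequencing counts of 12 libraries from C. elegans, 3 replicates each of WT and miR-85(n4117) animals at 20°C for 47 hrs and of both strains after 44 hrs at 20°C and 3 hrs at 35°C. The authors isolated total RNA, removed ribosomal RNA, prepared stranded libraries, aligned the reads with STAR and counted them on genes with FeatureCounts, whose version in the table headers is 1.6.5. The deposited files hold the read counts of single libraries, as whole numbers without normalization, for 46904 gene identifiers. The headers name Ensembl release 100 as the annotation and give the strand setting 2, which is for reversely stranded reads. Gene names, classes and WBcel235 positions were taken from Ensembl release 115, which held 46817 of the identifiers. The other 87 were left without a name or class.

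Total counts ranged from 23871531 to 38586076 with a median of 28187349.5, and counts on protein-coding genes from 9505142 to 29652439. The depth limits single genes most in WT replicate 3 at 20°C, where ribosomal RNA genes took 65.5% of the counts and rrn-3.1 alone 54.2%. Folds against a group whose libraries all had 3 counts or fewer were computed against 3 counts per library and are given as lower bounds. The alignment file names in the headers give lane 3 for 8 libraries and lane 8 for 4 (WT replicates 2 and 3 at both temperatures). No pair of libraries had identical counts.

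Tests were run in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes with too few counts were removed with filterByExpr, counts were normalized with TMM, and the strains were compared at each temperature in a fit of the 6 libraries concerned with robust quasi-likelihood dispersions and p-values adjusted by the Benjamini-Hochberg method over all genes tested. The responses to heat shock and the interaction of strain and heat shock came from a fit of all 12 libraries with 4 groups. The quasi-likelihood test gives no standard error. The SE printed for edgeR is the absolute log2 fold change divided by the square root of the test's F statistic, unlike the SE of DESeq2. A call is an annotated protein-coding gene with a mean normalized count over 10, a log2 fold change of at least 1 and an adjusted p under 0.05, after the paper's methods. Gene sets were tested with fry, a rotation test of limma run through edgeR. The sets were genes named col and his, and protein-coding genes with a log2 fold change of at least 3 and an adjusted p under 0.05 upon heat shock. Families among the calls were tested with Fisher's exact test against the protein-coding genes that could be called. Values per library were compared with exact permutation tests of 3 libraries against 3, where the smallest two-sided p is 0.1. Log2 counts for principal components, correlations and set medians per library used CPM with a prior count of 2.

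The alternatives fixed before the data were examined were DESeq2 1.42.0 with default settings, which is the paper's tool, RLE in place of TMM normalization, no filter on low counts, at least 10 counts in every library fitted, the other choice of libraries in the fit, the replicate number as a block, 1 surrogate variable from sva 3.50.0, all gene classes, and leaving out each library in turn. The sequencing lane as a covariate was added after the headers had been read. Replicate numbers come from the titles of the libraries, and the paper does not state in its text that same-numbered libraries were grown together. Genes named in the text are those the paper names, those of the heat shock sheets of S1 Table, at each temperature the 5 largest rises and the 5 largest falls among calls whose libraries separate by strain, and calls shared by both temperatures. F44E5.4 and F44E5.5 are named as paralogs of hsp-70, and R11A5.3 and the neighbours of called genes were named after their values had been seen.

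The procedures were tested on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed by a log2 fold change of 2. At 20°C edgeR called 85.5% of the changed genes among 15113 tested, and 7.6% of its calls were genes that had not been changed. DESeq2 called 89% among 15347 genes, with 18.7% of its calls unchanged. At 35°C the same shares were 70% and 9.1% for edgeR (15569 genes) and 83.5% and 32.4% for DESeq2 (15797 genes). With the lane as a covariate edgeR called 67.5% at 20°C, and with the replicate block 84.5% at 20°C and 57.5% at 35°C. These counts held no effect of lane or replicate, so the lower shares show only the cost of the added terms. For the interaction edgeR called 57.5% among 16207 genes. Simulated counts without any change gave 2 calls with edgeR and 15 with DESeq2 at 20°C, with the limit on the mean and over all gene classes.

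Matches to the seed of miR-85 in annotated 3'UTRs were planned but not searched, because the reference used here has no genome sequence. The list of predicted targets, the DAVID terms and the RT-qPCR, blots and survival assays were not analysed here.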

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

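The tests in this part were chosen after the results had been seen, apart from those on the share of counts taken by hsp-70, on permuted and exchanged strain labels, on neighbours among heat shock genes and on the position of raised non-coding genes. For the last of these, the definition of downstream was corrected to begin past the end of the gene after a first result had been seen.

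The strain difference of hsp-70 was larger at 20°C than after 3 hrs at 35°C, with an interaction of −3.23 on the log2 scale (SE 0.79, unadjusted p = 0.00192, adjusted p = 1 over 16585 genes with edgeR). It was singled out because the effect of the strain differed between temperatures for a gene the paper follows, and it does not pass the correction over all genes. All 3 mutant libraries were above the WT libraries at 20°C, and at 35°C they were not apart. Each strain and replicate number has the same lane at both temperatures, so a constant effect of the lane cancels from the interaction by design. The −3.09 with strain and replicate number as a block could not have come out otherwise, and an effect of the lane that differs between temperatures remains open. The choice of TMM over RLE did not account for it, as RLE gave −3.24. The methods gave nearly the same values for other genes too, so normalization in general was not tested. The counts of hsp-70 itself did not crowd out others at 35°C, where it held at most 0.786% of the protein-coding counts of a library. At 20°C ribosomal RNA took 65.5% of the counts of WT replicate 3, and without that library the interaction was −2.98. Of the 400 assignments of strain labels within temperature, few gave a difference as large (exact permutation test, two-sided p = 0.04), but this tests the absence of any strain effect, and a difference at 20°C alone would give a small p as well. Leaving out single libraries gave values from −3.87 to −2.93. An effect of miR-85 on hsp-70 that is smaller after heat shock cannot be told apart from a difference between batches of animals at 20°C. At 20°C miR-85(n4117) replicates 2 and 3 were far above replicate 1. With the lane as a covariate most of the difference of hsp-70 at 20°C remained (log2 fold change 2.37). As only 1 WT library was in lane 3, an effect of the lane at 20°C is not ruled out either. Of 32 exchanges of same-numbered strain labels, 19, the real labels included, gave at least as many genes with an unadjusted interaction as the real labels (377 at an unadjusted p under 0.05). An exchange at 1 temperature alone turns a strain difference there into an interaction. With all labels exchanged at 20°C only, 1732 genes were under that limit. These counts therefore cannot tell whether 377 is a number that chance would give.

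The genes gly-20 and oac-10, which the paper does not discuss in its text, were higher in miR-85(n4117) than in WT. The log2 fold change was 1.78 at 20°C and 2.05 at 35°C for gly-20, and 2.68 at 20°C for oac-10 (too few counts for a test at 35°C). WT replicate 1, which shares its lane with the mutants, was at least 1.40 below the lowest mutant library on the log2 scale for both genes at 20°C. It lay with the WT libraries of lane 8 rather than with the mutants, which goes against the lane as the cause. At 35°C WT replicate 1 had 191.7 normalized counts of gly-20, between the 159 and 205 of lane 8. The mutants had 738.8 to 789.6. For oac-10, with few counts at 35°C, WT replicate 1 had 9.179, within the 4.678 to 28.99 of the mutants. A single WT library in lane 3 at each temperature cannot rule the lane out. With the lane as a covariate, chosen after the headers had been read, the log2 fold changes at 20°C were 1.42 and 2.99 and no longer passed (adjusted p = 0.32 and 0.335 with edgeR). Leaving out single libraries at 20°C gave 1.63 to 2.01 for gly-20 and 2.52 to 2.83 for oac-10, and each gene was above the limit on the adjusted p in 5 of the 6 fits.

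The gene gly-20 is also next to clec-222 and clec-223, which were lower in miR-85(n4117), and R11H6.4 is next to R11H6.5. The 8 genes called at either temperature, 6 of them on chromosome V, made 4 pairs within 20 kb. Among 10000 random sets of 8 tested genes none held as many pairs (permutation p = 0.0001, the smallest these draws can give), so random positions did not account for the pairs. The same was true of 10000 sets drawn from the genes changed by heat shock in WT (permutation p = 0.0001), but 8 genes drawn from so many are seldom neighbours even where such genes cluster, with a mean of 0.018 pairs, so neighbouring genes that respond together remain open. Of the genes beside them, cln-3.1 and ccnk-1 had log2 fold changes of −0.16 and 0.01 at 20°C, and C03E10.3 and glb-22 of 0.86 and 0.96 (adjusted p = 0.584 and 0.485 with edgeR). A candidate explanation is a difference in sequence between the strains at these places that is unrelated to mir-85 on chromosome II, which counts per gene cannot test. The pattern could not be told apart from such a difference or from neighbours that respond together.

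Heat shock raised 299 tested genes of classes other than protein-coding in WT, which the paper does not report, and lowered 13. Of the 299, 262 were raised in miR-85(n4117) too, and 95 were ncRNA genes, 80 pseudogenes and 53 snoRNA genes. Within 5 kb downstream of a raised protein-coding gene on the same strand lay 7.7% of the raised genes and 3.5% of the 708 others compared (Fisher's exact test, p = 0.00872), as transcription running on from raised genes would give. These 708 were not all the other tested genes of such classes. On the opposite strand of a raised protein-coding gene lay 4% of the raised genes and 0.3% of the others (Fisher's exact test, p = 1.97e-05), as counts from the wrong strand would give. Both explanations may hold for these genes, which are a small part of the 299, and neither was tested for the rest.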

How the results depend on the processing

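Heat shock responses held their size under most of the settings, while the counts of genes that differ between strains did not. With DESeq2 in place of edgeR, 59 genes were higher and 76 lower in miR-85(n4117) at 20°C, among them all 2 and all 6 called by edgeR, and 3 were higher and 9 lower at 35°C. Without a filter on low counts the numbers were 32 and 32 at 20°C and 3 and 5 at 35°C. With at least 10 counts in every library they were 0 and 0 at both temperatures (1321 and 359 genes at an unadjusted p under 0.05). That filter removes genes absent from a strain, but gly-20, with at least 121 counts in every library at 20°C, was not called either. With 1 surrogate variable the numbers were 5 and 5 at 20°C, and with all 12 libraries in a fit 3 and 8 at 20°C and 1 and 5 at 35°C. With the lane as a covariate, chosen after the headers had been read, they were 0 and 2 at 20°C and 0 and 0 at 35°C (826 and 170 genes at an unadjusted p under 0.05). In simulated counts at 20°C the fit with the lane called fewer of the changed genes than the fit without it (67.5% against 85.5%). No effect of the lane was simulated, so this shows only the cost of the added term. RLE normalization and all gene classes gave 2 and 6 at 20°C and 1 and 2 at 35°C, as the fits reported did. The cause of these changes was not tested, except for the share of WT replicate 3 in the DESeq2 calls given among the other observations.

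Same-numbered WT and miR-85(n4117) libraries did not deviate together at 20°C, with a mean correlation of −0.05 against 0.02 between different numbers. With the replicate block, 0 genes were higher and 2 lower at 20°C (1385 at an unadjusted p under 0.05), the log2 fold change of hsp-70 was 2.99, and the medians of the collagen, histone and heat shock-induced genes were −0.48, −0.75 and 0.08. The cause of the calls lost there was not tested.

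Leaving out each library in turn gave 0 to 7 higher and 1 to 5 lower genes at 20°C, and 0 higher and 0 to 1 lower genes at 35°C. For heat shock it gave 1106 to 2038 genes in WT and 716 to 1285 in miR-85(n4117), and for the interaction 0 to 4. The median of the collagen genes lay between −0.76 and −0.26 and that of the heat shock-induced genes between −0.0005 and 0.33. The log2 fold change of clec-207 lay between −0.76 and 1.95 at 20°C and between −0.0674 and 3.93 at 35°C, and that of hsp-16.2 at 35°C between −0.139 and 0.0527.

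At 20°C the log2 fold change of hsp-70 was 3.13 with DESeq2 and passed its threshold (SE 0.589, adjusted p = 6.04e-05). S1 Table gives the same fold change from DESeq2 with a larger SE of 0.811 and an adjusted p of 0.0129. The cause of this gap was not tested. In the edgeR alternatives the log2 fold change of hsp-70 lay between 2.37 and 3.12 without passing, with adjusted p-values from 0.149 to 0.919. At 35°C hsp-70 stayed between −0.21 and −0.11 and its interaction between −3.27 and −3.09 under the alternatives, on the same side of the threshold. The collagen median reversed to 0.16 with the lane as a covariate. The median of the heat shock-induced genes reversed to −0.11 with at least 10 counts in every library and to −0.14 with the set defined in miR-85(n4117), so its direction is not settled. The second reversal is one that choosing the set by the mutant's own response favours. The histone median stayed below 0 in each setting tried.

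For heat shock, 664 genes were called in miR-85(n4117) with at least 10 counts in every library, of which 654 were among those reported, and the other alternatives gave 999 to 1520. In WT they gave 1146 to 2078. The interaction had 1 gene with DESeq2 and 1 with 1 surrogate variable, and 0 in the other alternatives (377 genes at an unadjusted p under 0.05 in the fit reported). Among the single genes named and the families among calls, 21 other results became stronger, 53 weaker and 3 moved, while 5 reversed, all 5 in fits without a library of clec-207 or hsp-16.2.

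Depth limits the 20°C comparison through WT replicate 3, which has 9505142 protein-coding counts. Thinning the other libraries to that total left the collagen median at −0.51 and the histone median at −0.87, as random thinning would in any case. The search for seed matches of miR-85, also set before the data were examined, was not run, because the reference holds no genome sequence.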

Differences from the paper's values

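At 20°C edgeR called 2 protein-coding genes higher in miR-85(n4117), where the paper reports 61, and 6 lower, where the paper reports 76. With DESeq2, the tool the paper's methods name, the counts were 59 and 76, of which 58 and 76 are in S1 Table. No other alternative fixed before the data were examined came within 1.5 times of the paper's counts at 20°C, the nearest being 32 and 32 without a filter on low counts.

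At 35°C edgeR called 1 gene higher, where the paper reports 4, and 2 lower, where the paper reports 9. With DESeq2 the counts were 3 and 9, of which 3 and 8 are in S1 Table. Without a filter on low counts they were 3 and 5, of which the 3 higher genes and not the 5 lower ones are within 1.5 times of the paper's. The other alternatives did not close the gap.

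In S1 Table, by the name printed, clec-207 has a log2 fold change of 2.04 at 35°C in the paper (standard error 0.215, sign turned to miR-85(n4117) over WT), and the value here was 0.50. With the replicate block it was 1.67 and without miR-85(n4117) replicate 1 it was 0.78, which are within the larger error, and the other alternatives left the gap. The paper's 2.04 belongs to the identifier of gly-20, however. The comparison sets clec-207 against another gene, so whether an alternative closes the gap has no meaning. By the printed name, the paper's value for gly-20 is 1.40 (standard error 0.289) and the value here 2.05, and the paper's value for fbxa-192 is 0.982 (standard error 0.234) and the value here 1.41, with no alternative closing either gap. These values of the paper belong to the identifiers of fbxa-192 and hil-2, so the printed names account for the gaps. By the gene identifier, none of the 26 log2 fold changes compared with the table differed. The paper shows clec-223 at about −3.9 in Fig 3C, read by eye, and the value here at 35°C was −2.25, with no alternative closing the gap. In S1 Table the paper gives clec-223 as −2.277, near the value here, and −3.897 is its value for F49E12.8.

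The paper lists hsp-70, hsp-16.2, hsp-16.41, alg-1, pudl-1 and str-115 among the genes changed at 20°C, and none of these was called here with edgeR. With DESeq2 all 6 were under the limit on the adjusted p, as were hsp-16.41 without miR-85(n4117) replicate 1 and pudl-1 and str-115 with all 12 libraries in a fit. At 35°C the paper lists F49E12.8, clec-222, clec-223, str-115, tsp-1, Y47H10A.5, ugt-15 and fbxa-192 (by identifier), which edgeR did not call and DESeq2 did, and F49E12.8, clec-223 and str-115 were also called with all 12 libraries in a fit. The paper's list for 35°C holds hil-2, by identifier, whose log2 fold change here was 0.99 with edgeR and 0.98 with DESeq2, under the limit of 1, and F31C3.10, which the annotation used here lists as a pseudogene. The paper reports collagen and nucleosome terms among genes lower at 20°C. The medians of both families were below 0 here (−0.51 and −0.84) without passing a test, that of the collagen genes being 0.16 with the lane as a covariate (chosen after the headers had been read), and with DESeq2 8 collagen and 6 histone genes were among the lower calls.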

Other observations

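The tests in this part were chosen after the results had been seen, apart from the counts of other splits, the thinning of the libraries and the summed hsp-70 copies.

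Other splits of the 6 libraries at 20°C were compared with the real one. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many as 8 edgeR calls, and the largest number among the other splits of all 10 was 1. With DESeq2, 2 of the 4 gave 135 calls or more, and the other one, of WT replicate 1 with miR-85(n4117) replicates 2 and 3 against the rest, gave 187. That split keeps both lane 8 libraries on one side, as the real one does, but the 2 other splits that keep them together gave 0 and 1 DESeq2 calls, and WT replicates 1 and 2 with miR-85(n4117) replicate 1, which parts them, gave 113. So large a number of DESeq2 calls is therefore not particular to the strain, though the numbers do not show whether the same genes were called. These splits do not tie the calls to the lane. At 35°C 1 of the 4 splits gave 3 edgeR calls or more. Among the other 6 splits, which part 1 pair, that of WT replicate 1 with miR-85(n4117) replicates 1 and 3 gave 14 calls. It too keeps the lane 8 libraries together, as do 2 splits that gave 0. With DESeq2 the real split gave 12 calls at 35°C. Splits that part 1 pair gave 53, 13, 15, 160 and 1051 DESeq2 calls there, and every remaining split gave 0. Heat shock gave 1701 calls in WT and 1141 in miR-85(n4117), in each case reached by 1 of the 4 splits, and by none of the other splits of the 10, which gave 0 calls. As small a p as the real one was reached by 2 of the 4 splits for the collagen genes, 1 for the histone genes and 1 for the heat shock-induced genes. No share under 1 in 10 is possible with 3 libraries against 3, so these counts do not exclude chance.

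The lower genes called with DESeq2 at 20°C had their highest count in WT replicate 3 for 61 of 76 genes, in WT replicate 1 for 8 and in WT replicate 2 for 7. This is more than the equal shares of 3 alike libraries would give, so WT replicate 3 may contribute to many of these calls. Without WT replicate 3 DESeq2 called 69 higher and 43 lower genes, of which 33 and 33 were called with it. Without each of the other libraries in turn it called 19 to 102 higher and 30 to 149 lower genes. Fewer of the calls were kept without miR-85(n4117) replicate 2 (20 higher and 26 lower) or replicate 3 (19 and 28). Without WT replicates 1 and 2 and miR-85(n4117) replicate 1 in turn, 62, 49 and 46 of the lower calls were kept, and 49, 21 and 49 of the higher. The calls therefore did not depend most on WT replicate 3.

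The collagen and histone genes were lower in miR-85(n4117) at 20°C, by medians of −0.51 and −0.84. Without WT replicate 3 the medians were −0.26 and −0.38, between 0 and those of all libraries, so that replicate may account for a part. Gene length in WT replicate 3 did not explain them, since other genes of the same exonic length deviated there by a median of 0.038 against 0.706 for collagen genes, and by 0.20 against 1.17 for histone genes. Thinning the others to the protein-coding counts of that library left −0.514 and −0.874, but random thinning keeps the ratios between libraries on average, so it does not test the low depth of WT replicate 3, which cannot give the part of the medians that remains without that library. The lane fits the collagen genes, whose level in WT replicate 1 (−0.34 from the mean) lay within the −0.50 to 0.16 of the mutants in the same lane, and whose median was 0.16 with the lane as a covariate. For the histone genes WT replicate 1 was at −0.045, above the −0.50 to −0.21 of the mutants, and a single library leaves the lane open. A biological cause of that part cannot be told apart from the lane for either family.

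For hsp-70 at 20°C the depth of WT replicate 3 did not explain the difference, since without it the log2 fold change was 2.83. With DESeq2 it was 2.83 as well, but with an adjusted p of 0.0983, so hsp-70 was not called there, against adjusted p-values from 2.54e-12 to 0.0154 in DESeq2 without each of the other 5 libraries in turn. Nor was the difference explained by the choice of TMM over RLE, with 3.09 under RLE, though these methods differed little for other genes too. The heat shock-induced genes did not all shift with hsp-70, as their median was 0.10, with 68 higher and 56 lower. A shift of only the most strongly induced genes is not excluded by this median. Reads moved between near-identical copies at an unchanged total would leave the sum over hsp-70, F44E5.4 and F44E5.5 alike, and it differed by 3.20. Which of the 3 copies rose cannot be told from the sum. Within lane 3, the lowest mutant library was 0.488 above WT replicate 1 on the log2 scale, while the other 2, with normalized counts of 1873 and 1830 against 263, were further above it. With the lane as a covariate, chosen after the headers had been read, the log2 fold change was 2.37 (SE 0.96, adjusted p = 0.919 with edgeR, from 6.04e-05 to 0.919 over the alternatives). Most of the difference thus remained with the lane taken into account, but the only WT library in lane 3 cannot rule the lane out. The 5 other genes with a log2 fold change of at least 9 upon heat shock and a mean over 10 at 20°C (hsp-16.2, hsp-16.41, F44E5.4, F44E5.5 and R11A5.3) were all higher in all 3 mutant libraries, by 2.56 to 3.97. A rotation test of these 5 gave p = 0.042, where an exact permutation of 3 libraries against 3 cannot go below 0.1, but the 5 were picked by their response in WT, which a low WT level at 20°C raises, and include the hsp-70 paralogs. The test therefore does not show whether more than hsp-70 changed through miR-85. For these genes and hsp-70 the median log2 ratio to the mean of WT was 1.27 in miR-85(n4117) replicate 1 and 3.77 in replicates 2 and 3, and replicate 1 was 0.504 above WT replicate 1. One possible explanation is a stress response that differed between batches of animals, which 1 library per batch cannot separate from an effect of miR-85. Principal component 2 at 20°C, with 25.3% of the variance, also set miR-85(n4117) replicates 2 and 3 (28.8 and 30.5) apart from replicate 1 (−27.0).

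F31C3.10, in the paper's list of genes lower after heat shock, lies on chromosome I from 15060299 to 15061150, upstream of the ribosomal RNA gene rrn-1.1. A possible explanation of its difference is rRNA left in the libraries. Across the 12 libraries its log2 count rose with the percent of counts on rRNA genes (Spearman rho 0.825, permutation p = 0.0017, adjusted p = 0.0085 over 5 such relations, Pearson r 0.931, permutation p = 2e-05). Without the 2 libraries farthest from the median rRNA share, rho was 0.697 and r 0.827. Within lane 3 rho was 0.429 (8 libraries, permutation p = 0.3) and r 0.759 (permutation p = 0.027), and within WT rho was 0.943 (6 libraries, permutation p = 0.016) and within miR-85(n4117) 0.143 (6 libraries, permutation p = 0.8). Lane 8 has only 4 libraries, all WT. Whether the relation holds within a lane therefore depends on the measure. The lane itself is another possible explanation at 35°C. There WT replicate 1, in lane 3, had 2181 normalized counts of F31C3.10, within the 1218 to 2265 of the mutants. WT replicates 2 and 3, in lane 8, had 33430 and 14140. Over the alternatives its log2 fold change at 35°C ran from −3.19 to −0.244. At 20°C, however, WT replicate 1 had 8815, above the 2080 to 4351 of the mutants.

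The Argonaute gene alg-1 had 1553 ± 397 normalized counts (SD, n = 3) in WT and 774 ± 79.8 (SD, n = 3) in miR-85(n4117) at 20°C, a log2 fold change of −1.005 (adjusted p = 0.258 with edgeR, from 0.00337 to 0.395 over the alternatives), with all 3 mutant libraries below the WT libraries. At 35°C its log2 fold change was −0.09.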
